# Prospective Molecular Profiling of Canine Cancers Provides a Clinically Relevant Comparative Model for Evaluating Personalized Medicine (PMed) Trials

**DOI:** 10.1371/journal.pone.0090028

**Published:** 2014-03-17

**Authors:** Melissa Paoloni, Craig Webb, Christina Mazcko, David Cherba, William Hendricks, Susan Lana, E. J. Ehrhart, Brad Charles, Heather Fehling, Leena Kumar, David Vail, Michael Henson, Michael Childress, Barbara Kitchell, Christopher Kingsley, Seungchan Kim, Mark Neff, Barbara Davis, Chand Khanna, Jeffrey Trent

## Abstract

**Background:**

Molecularly-guided trials (i.e. PMed) now seek to aid clinical decision-making by matching cancer targets with therapeutic options. Progress has been hampered by the lack of cancer models that account for individual-to-individual heterogeneity within and across cancer types. Naturally occurring cancers in pet animals are heterogeneous and thus provide an opportunity to answer questions about these PMed strategies and optimize translation to human patients. In order to realize this opportunity, it is now necessary to demonstrate the feasibility of conducting molecularly-guided analysis of tumors from dogs with naturally occurring cancer in a clinically relevant setting.

**Methodology:**

A proof-of-concept study was conducted by the Comparative Oncology Trials Consortium (COTC) to determine if tumor collection, prospective molecular profiling, and PMed report generation within 1 week was feasible in dogs. Thirty-one dogs with cancers of varying histologies were enrolled. Twenty-four of 31 samples (77%) successfully met all predefined QA/QC criteria and were analyzed via Affymetrix gene expression profiling. A subsequent bioinformatics workflow transformed genomic data into a personalized drug report. Average turnaround from biopsy to report generation was 116 hours (4.8 days). Unsupervised clustering of canine tumor expression data clustered by cancer type, but supervised clustering of tumors based on the personalized drug report clustered by drug class rather than cancer type.

**Conclusions:**

Collection and turnaround of high quality canine tumor samples, centralized pathology, analyte generation, array hybridization, and bioinformatic analyses matching gene expression to therapeutic options is achievable in a practical clinical window (<1 week). Clustering data show robust signatures by cancer type but also showed patient-to-patient heterogeneity in drug predictions. This lends further support to the inclusion of a heterogeneous population of dogs with cancer into the preclinical modeling of personalized medicine. Future comparative oncology studies optimizing the delivery of PMed strategies may aid cancer drug development.

## Introduction

Novel approaches are needed to improve outcomes for cancer patients. In the last decade, advances in biological platforms and investigative tools have permitted the molecular characterization of cancer in a clinically relevant setting. Indeed, the field of personalized medicine (PMed) represents the integration of genomic, proteomic and epigenetic data in the characterization of a patient's cancer [1], [2], [3], [4]. Goals of personalized medicine are to reveal unique disease drivers or susceptibilities, potential toxicities, and resistance profiles and develop patient-specific therapeutic interventions. Despite the promise in this approach, many gaps remain in the determination of best practices, the feasibility of real-time molecular profiling of patient samples in support of therapeutic decision-making, and the actual clinical benefit of these time-consuming and costly techniques.

Molecular features of cancers have been the basis for selecting specific treatments of patients for over a decade. Initial approaches were candidate-based, such as the use of imatinib (Gleevec) for acute myeloid leukemias harboring *BCR-ABL* gene translocations, HER2Neu positive breast cancer treatment with trastuzumab (Herceptin), and, prior to this, tamoxifen in ER/PR positive breast cancer patients [5], [6]. Such approaches represent some of the earliest forms of molecularly guided therapy. In its current form, PMed has evolved to represent a large-scale non-candidate based assessment of a given cancer across the whole genome with greater pharmacopeia coverage, rather than queries of specific candidate analytes for a single disease-drug context [7], [8]. It encompasses a series of high throughput analyses such as gene expression, whole-genome sequencing, whole exome-sequencing and epigenetic assessments aimed to detail somatic and inherited mutations in individual patients and their tumors. However, genome-wide surveillance is complex and does not necessarily lead to a single or defined intervention. Sophisticated mathematical algorithms are needed to integrate these large pools of molecular data and then match or identify appropriate or reasonable therapeutic approaches. Examples of non-candidate PMed clinical studies have been reported. The Bisgrove trial, conducted by Von Hoff et al., treated 66 patients with refractory and metastatic cancers with regimens chosen through immunohistochemical and gene expression profiling of each patient's tumor in conjunction with heuristic biomarker rules based upon literature evidence [9]. Progression free survival (PFS) improved compared to the immediate previous regimen in 27% of patients [9]. Tsimberidou et al. described the benefits of molecularly tailored therapy over non-molecularly matched therapy with higher overall response rates (27% v. 5%), longer time to treatment failure (median 5.2 v. 2.2 months), and improved overall survival (median 13.4 v. 9 months) in Phase I studies [10]. Other studies have similarly demonstrated the feasibility and potential utility of PMed approaches in a variety of clinical settings[11] [12]. The early successes in proof-of-concept trials with human patients emphasize the need to optimize various aspects of PMed for broader clinical application. Examples of areas in need of optimization include the improvement of sample collection and processing techniques, the definition of molecular features of patient samples, and the application of mathematical algorithms to integrate these large pools of molecular data to model relevant therapeutic approaches. The quantity and diversity of available data coupled with differences in processing algorithms can make it difficult to determine how to prioritize the links between molecular targets and therapeutic agents [13]. Indeed, comparisons between algorithms that seek to match targets with therapeutics are needed. Conventional preclinical models of cancer are not characterized by the individual-to-individual heterogeneity seen in human cancers. As such there is limited opportunity to use these preclinical models to effectively optimize and translate components of PMed. Furthermore, it is unlikely that such optimization of PMed can be accomplished in human trials alone.

Comparative oncology is most often used to describe the study of cancer biology and therapy in pet animals that naturally develop cancer [14], [15], [16]. The heterogeneity and complexity of cancer in the pet dog population and within cohorts of dogs with the same histological diagnoses is well suited for modeling PMed. The public availability of a progressively annotated canine genome and the advent of high throughput genomic techniques for the dog has enabled comparative oncology to describe canine cancer biology and define potential therapeutic targets in many of the same ways as human cancers [17]. In addition, strong cancer breed predilections support ‘breed-based’ germ-line discoveries that may streamline the definition of specific cancer targets as “drivers” of a cancer event. Since comparative oncology modeling does not require up-front treatment with specific cancer treatment regimens, novel therapeutic agents can be offered through clinical trials at any stage in cancer presentation. Compressed disease progression times in pet dogs with cancer allow for the evaluation of a variety of PMed interventions against longitudinal endpoints of cancer progression in ways not possible in the human clinic. Finally comparative oncology randomized control trials can be conducted in the newly-diagnosed, adjuvant (i.e. minimal residual disease) and metastatic settings, evaluating the utility of PMed drug selection and algorithm prediction across a range of clinical scenarios.

To begin to realize these opportunities to model PMed strategies, a proof of concept study was conducted through the Comparative Oncology Trials Consortium (COTC) to determine if the collection and analysis of tumor samples from dogs with cancer, within a PMed framework, could be completed in a time period (<1 week) considered feasible for implementation in a future therapeutic trial. Tumor biopsies across multiple histologies and in cohorts of canine bladder transitional cell carcinoma (TCC), lymphoma, and melanoma were collected and quality assurance/control measures applied to each step in the process of generating molecular data to support a PMed derived therapeutic report. The results revealed that high-quality, prospective tumor collections, and large-scale target/drug identification studies in canine cancers are feasible. As observed in human PMed trials, tumor gene expression signatures in dogs cluster by cancer type, whereas the personalized drug reports were uniquely patient defined. Data from this study serves as rationale to now include dogs with spontaneous cancers in the advancement and optimization of PMed for human patients.

## Results

### Study Enrollment

The study design (**Table 1:** **Study Schedule**) provided for prospective tumor collection and real-time molecular profiling in dogs with cancer. A total of 31 dogs were enrolled and assigned to one of four cohorts. The first cohort was open to all cancer types (n = 15 enrolled, 10 samples passed QA/QC), while the remaining three cohorts were breed and/or cancer type specific. The cancer type specific cohorts included Scottish terriers with bladder transitional cell carcinoma (n = 5 enrolled, 4 passed QA/QC), golden retrievers with lymphoma (n = 5 enrolled, 5 passed QA/QC), and American cocker spaniels with melanoma. The melanoma cohort was opened to all breeds after three months to enhance accrual (n = 6 enrolled, 5 passed QA/QC). Age (range: 5.1–13.4 years, median 9.7 years), sex (18 spayed females, 1 intact female, 9 castrated males, 3 intact males) and breed (5 mixed-breed and 26 purebred) were recorded variables for all dogs enrolled (**Table 2:** **Study Cohorts**). The trial opened on May 11, 2011 and closed on October 19, 2011 upon achieving its accrual goals. There were no significant adverse events reported (according to VCOG-CTCAE convention) [18].

**Table 1:** Study Schedule.

ACTION	ELIGIBILITY	DAY 1
Tumor measurements (caliper or US measurement (cm))	X	
Physical Exam	X	X
Digital photo of tumor		X
Serum, plasma collection		X
Tumor Biopsy (frozen and formalin)		X
Buccal/saliva sample collection		X

**Table 2:** Study Cohorts.

COHORT	CASES ENROLLED	CASES PASSING QA/QC
Scottish Terriers with Transitional Cell Carcinoma	5	4
Golden Retrievers with Lymphoma	5	5
Various breeds with Melanoma	6	5
Open histology (any breed/histology)	15	10

### Quality Assessment/Quality Control measures were successful in defining high quality tumor samples for expression analysis

Histopathology quality assurance and control (QA/QC) assessment of all biopsies were performed by one pathologist (EJE). Twenty-four of 31 cases enrolled (77%) passed QA/QC with an average tumor surface area of 75–100%, tumor nuclei of 75–100%, and necrosis < or equal to 10%. (**Table 2:** **Study Cohorts**) Reasons for histopathology QA/QC failures included samples with too little viable tumor, high degree of necrosis, small sample size, or non-cancer diagnosis (**Table 3:** **Reasons samples failed QA/QC**).

**Table 3:** Reasons samples failed QA/QC.

DISEASE TERM	% TUMOR NUCLEI (>75% PASS)	% TUMOR NECROSIS (<20% PASS)	TOTAL YIELD ≥20 NG (IN 14 UL) (PASS)	NANODROP 260/280 ≥1.8 (PASS)	BIOANALYZER RIN ≥8.0 (PASS)	REASON FOR SAMPLE FAILURE
Bladder transitional cell carcinoma-trigonal (0204)	25–50% Fail	<20%	3.91 ng/ul	3.76	N/A	Sample too small for analysis
Lymphoma (0503)	75–100%	>20% Fail	3092.04 ng/ul	2.03	9.40	High degree of sample necrosis
Osteosarcoma (appendicular) (0506)	0–24% Fail	<10%	69.99 ng/ul	2.08	9.60	Too little viable tumor to analyze
Mast cell tumor (0507)	75–100%	<10%	614.62 ng/ul	2.10	2.60 Fail	Poor quality RNA due to abundant connective tissue
Melanoma-mucosa/mandible (0502)	0–24% Fail	<10%	536.99 ng/ul	2.08	8.2	Sample too small for analysis
Lymphoma (1301)	0–24% Fail	N/A	16.67 ng/ul	1.93	9.60	Sample too small for analysis
Histiocytic Sarcoma (1302)	0–24%	N/A	657.76 ng/ul	2.12	9.80	Non-cancer diagnosis. Histopathology was panniculitis

RNA isolation and QA/QC assessment was performed for all enrolled cases (n = 31) at a Clinical Laboratory Improvement Amendments (CLIA) accredited facility (Clinical Reference Laboratory, Lenexa, KS) to ensure quality laboratory testing. QA/QC standards defined here have been previously used for the conduct of human tissue processing and clinical trials (http://wwwn.cdc.gov/clia) [19]. Quality measures for RNA isolation were quantity (total yield >20 ng) and integrity (A_260_/A_280_≥1.8, RIN≥8.0) measured by Nanodrop and Agilent Bioanalyzer respectively. Thirty of the 31 cases (96.78%) passed RNA QA/QC. One sample (0507) failed QA/QC due to poor RNA quality (low RIN score = 2.60), likely due to its abundant connective tissue component (**Figure 1** **and** **Table 3:** **Reasons samples failed QA/QC**). Finally, cDNA was then amplified for all remaining samples. Quality control for amplified cDNA included isolation quantity (total yield ≥5 ug) and integrity (260/280≥1.8); all 30 samples passed cDNA assessment.

**Figure 1:**
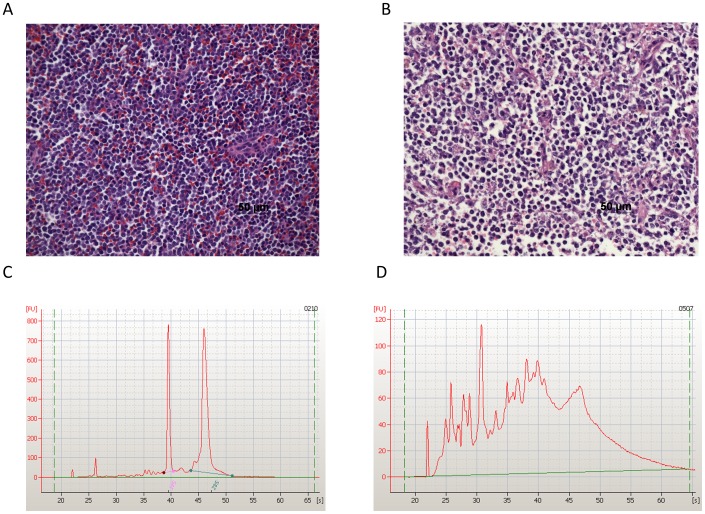
Histopathology and RNA quality assurance and control measures were successful in procuring high quality canine tumor samples. Formalin-fixed, paraffin-embedded tumor biopsy samples were sectioned, paraffin embedded, and H&E stained for light microscopic evaluation. A single board-certified veterinary pathologist (EJE) assessed % tumor surface area, % tumor nuclei and % tumor necrosis to determine their quality prior to molecular profiling. Images of representative H&E images are shown: **A.** Sample 0209, a golden retriever with lymphoma, passed QA/QC. (Tumor 75–100%, necrosis <10%), while **B.** sample 0503, a beagle with lymphoma, failed QA/QC (Tumor 75–100%, necrosis >20%). Biopsies that failed to pass QA/QC in any category were excluded from subsequent analysis. Additionally RNA isolation was performed for all enrolled cases (n = 31) at a CLIA certified laboratory. RNA was extracted from Tumor A biopsy samples. Quality measures included quantity (total yield >20 ng) and integrity (A_260_/A_280_>1.8, RIN>8.0) measured by Nanodrop and Agilent Bioanalyzer. Electropherograms from cases **C.** 0210 and **D.** 0507 are depicted. Sample 0210, an oral melanoma, passed RNA QA/QC while sample 0507, a mast cell tumor, failed QA/QC (poor quality RNA due to a large connective tissue component).

Each case underwent the above described histopathologic and RNA/cDNA evaluations. 

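Tumor messenger RNA from 23 dogs was measured on the Affymetrix Canine Genome 2.0 array, which reads each transcript with 1 or more probesets of short oligonucleotides. The tumors were 7 lymphomas (tumors of lymphocytes), 5 melanomas (tumors of pigment cells), 4 sarcomas (tumors of connective tissue) and 3 transitional cell carcinomas (TCC, tumors of the bladder lining). Hepatocellular carcinoma (HCC), nasal carcinoma, hemangiosarcoma (a tumor of vessel-lining cells) and histiocytic sarcoma (a tumor of the macrophage and dendritic cell lineage) had 1 tumor each. The 4 sarcomas join 2 tumors titled as soft tissue sarcoma and 2 titled as sarcoma. Each tumor came from a different dog and was read on 1 array, so the spread within a type is a spread between dogs, and the 4 types with 1 tumor have no replicate and no test. The paper reports 24 profiled tumors, 4 of them TCC; 23 tumors, 3 of them TCC, were analysed here. The authors deposited MAS5 signals, a linear intensity for each of 42924 probesets beside 111 controls, already scaled array by array: with 2% of the probesets trimmed at each end, the mean signal was 500.1 on every array. The median signal was 85.3 to 120.5 in the lymphomas, 87.2 to 132.2 in the melanomas, 97.8 to 131 in the sarcomas and 81.9 to 102 in the TCC, and 107 to 121 in the 4 single tumors. The log2 ratio of 3' over 5' control probesets, which rises when RNA is degraded, ran from 2.55 to 4.89 and did not differ among the types with replicates (permutation test, p = 0.203). From these signals, log2(signal + 16) was taken and the probesets of one gene symbol were averaged, giving 15115 genes. Of these, 9972 were kept because at least 3 of the 23 arrays lay above the median of all gene values, 7.03 on the log2 scale. The added 16 keeps noise at low signals small and understates the fold change of dim genes. Each of the 4 types with replicates was compared with the unweighted mean of the other 3 by limma, and a gene was called at an adjusted p under 0.05 with a log2 fold change of at least 1 in size. A gene raised in 1 type is thereby lower in the comparisons of the other 3, whose mean holds that type. For the correlations between tumors, each gene was turned into a z-score over the 23 tumors; the reference set of normal tissues was not used here.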

Samples (n = 24/31) that passed all stages of QA/QC were analyzed for gene expression on an Affymetrix platform (Canine Genome v 2.0). Common reasons for QA/QC failures were small specimens or specimens with an inadequate amount of viable tumor present (**Table 3:** **Reasons samples failed QA/QC**). These results are consistent with those of tissues collected for human PMed trials.

### Bioinformatics analyses utilized genomics data to generate individual patient personalized medicine reports within a clinically relevant time frame

Gene expression data from each tumor was compared to that of a reference gene set to define a relative gene expression profile. The reference set consisting of forty normal canine tissues was used to estimate variance in gene expression across normal physiology [20]. Each gene probeset was represented by a z-score depicting its tumoral expression in terms of the number of standard-deviations from the mean expression of that probe set in the reference data. Genes with a positive z-score in the tumor were thereby over-expressed whereas those with a negative z-score were under-expressed. Expression data was then analyzed by six predictive methodologies (Drug Target Expression, Drug Response Signatures, Drug Sensitivity Signatures, Network Target Activity, Biomarker-Based-Rules-Sensitive, Biomarker-Based-Rules-Insensitive) to identify potential therapeutic agents for consideration (**Figure 2**) according to a previously-elucidated workflow [19]. Drug sensitivity was ranked by z-score and p values were transformed (−log(*p*)) and reported individually for each specific algorithm then summated (sum of (−log(*p*) across algorithms) to provide an overall prediction of drug selection. A summary table and drug method comparison defined the top selected agents (**Table S1**). The summary gives more weight to drugs suggested by more than one algorithm. PMed reports were not intended to be used therapeutically in this pilot study, although their timely generation demonstrated the bioinformatics feasibility to use the dog as a model for future PMed clinical trials.

**Figure 2:**
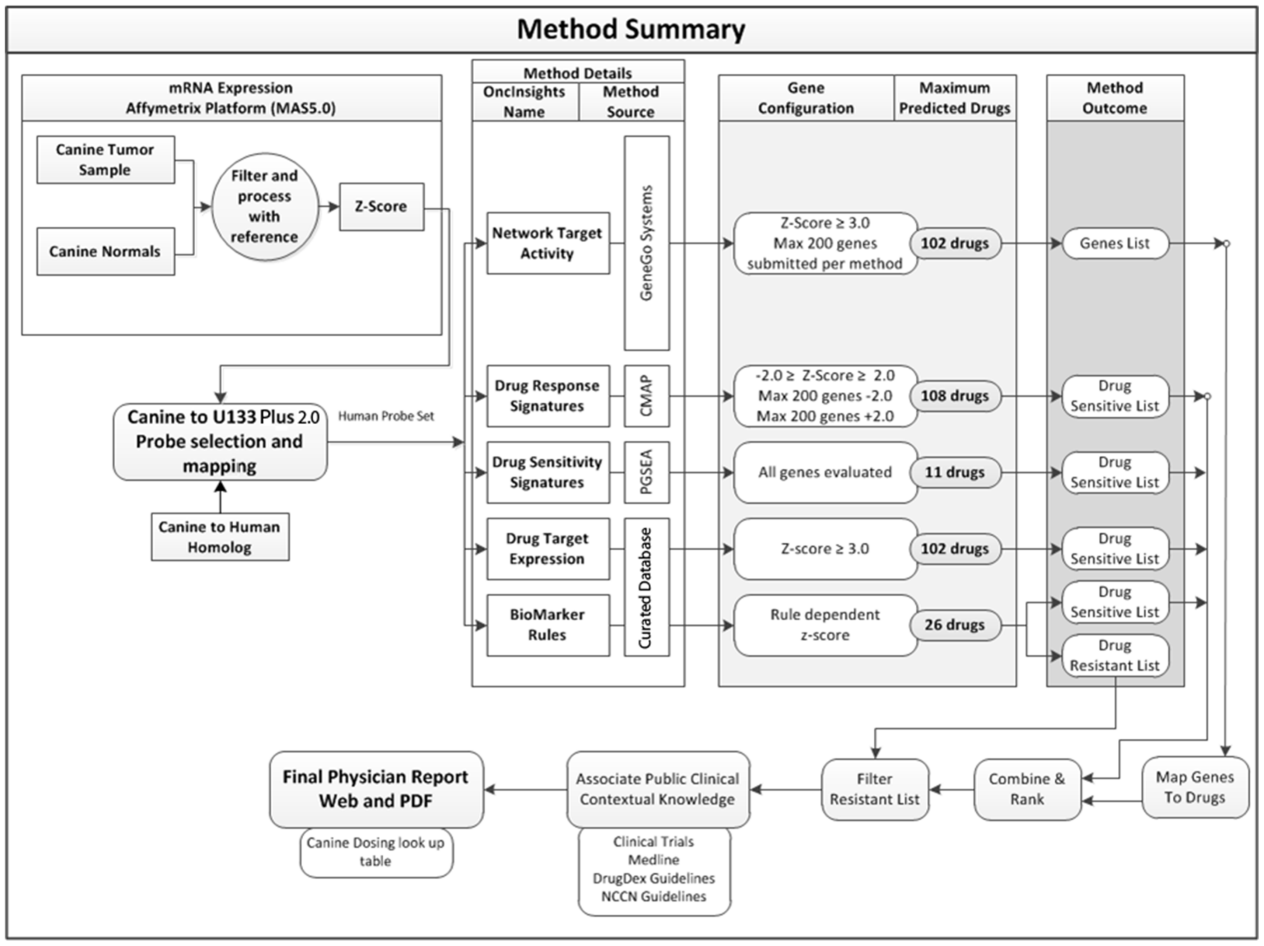
Bioinformatic analysis defines the platform for PMed report generation. Gene expression data from each tumor was compared to a reference sample set (canine normal tissue compendium, GSE20113 from Gene Expression Omnibus) to obtain a relative gene expression profile. Each gene probeset was represented by a z-score depicting its expression in the tumor in terms of the number of standard-deviations from the mean expression in the reference set. In the iteration of the PMed tools used in this study, data were analyzed by six distinct predictive methodologies (Drug Target Expression, Drug Response Signatures, Drug Sensitivity Signatures, Network Target Activity, Biomarker-Based-Rules-Sensitive, Biomarker-Based-Rules-Insensitive) to identify (or exclude in the case of biomarker resistant rules) potential agents for consideration. All predictions were based on the conversion of canine genomic data into human homologs (for both patient tumor samples and the reference set of normal tissues) prior to the application of the specific algorithms that rely exclusively on human knowledge and/or empirical drug screens using human cell lines (see Methods). While individual patient tumor PMed report generation and distribution was the final step in this process, this specific study did not have therapeutic intent and drug prescription was not performed.

The minimum feasible clinical time line (time from sample ascertainment and shipment from COTC site to completed PMed report returned to attending clinician) was defined prior to study initiation as 168 business hours (< or equal to 7 days) (**Figure 3**). Turnaround time for all cases was faster than projected. It was less than 5 business days (n = 24, 116.5 business hours (4.85 days) and 168.46 total total hours (7.01 days)). (**Table 4**: **Clinical Turn Around Time**). Clinical turnaround time for case 0508 (TCC) was an outlier (completed in 212 business hours). The expression data was generated in 91 business hours (3.79 days), but there was a delay in sending the PMed report to investigators. Its inclusion in the analysis did not impact the study conclusions. Overall the turnaround for sample analyses fit a relevant clinical window for future comparative oncology trials to model human PMed advancements.

**Figure 3:**
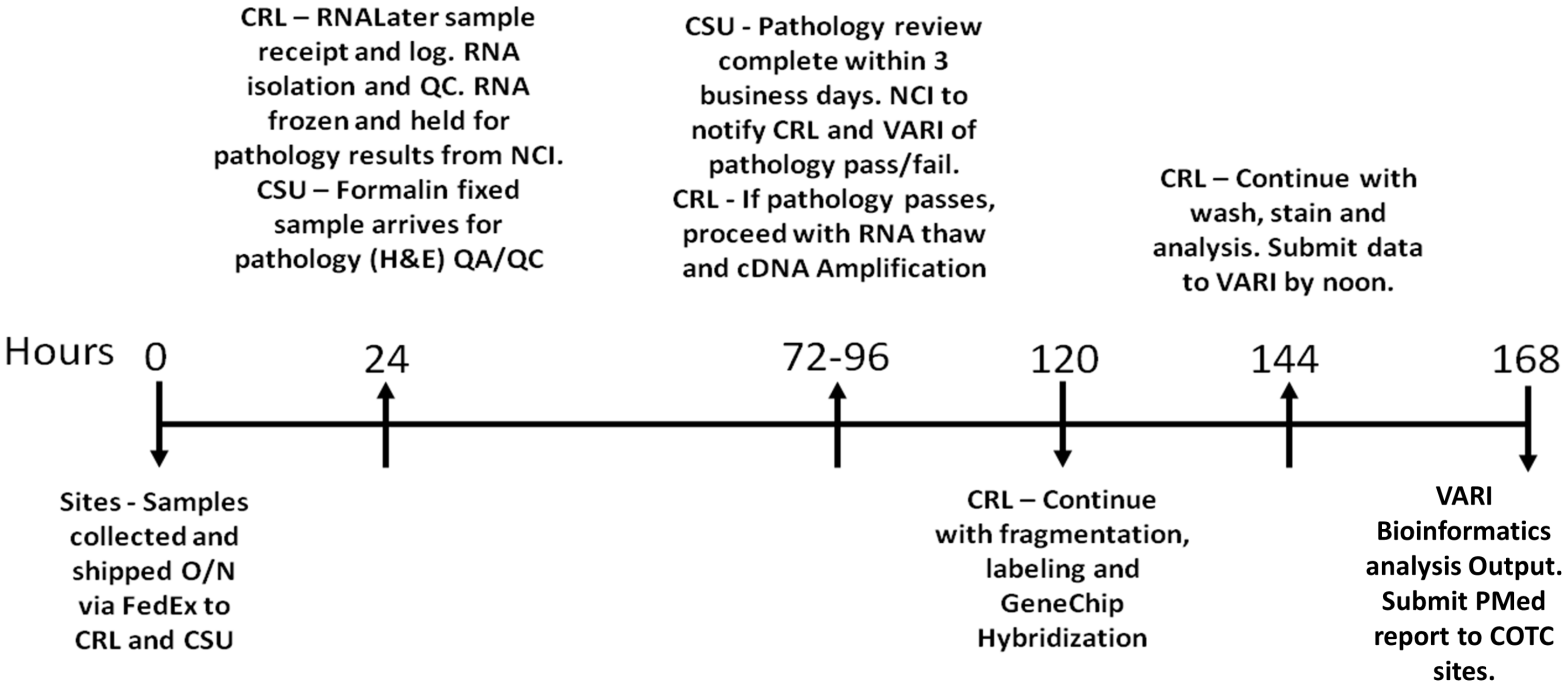
Expected clinical turnaround time for canine tumor sample collection, processing, expression, bioinformatic analysis and PMed report delivery. The graphic defines the prospective timeline of key steps in the process of sample collection, shipment, histopathology and RNA quality assurance and control assessments, expression profiling and PMed report generation. Samples were biopsied at their clinical COTC site, sent to histopathology and CLIA labs for parallel sample and RNA QA/QC, Affymetrix gene expression analysis performed, and the derived genomic data sent to the Van Andel Research Institute for bioinformatics evaluation and PMed report generation. Minimum feasible turnaround time for sample analysis was described prospectively as 7 business days (168 hours), however all cases were completed in 4.85 days (116.46 hours). The process was successful in defining high quality tissues for molecular analysis and will be used in future canine PMed comparative studies.

**Table 4:** Clinical turn around time.

COHORT	PATIENT NUMBER	TOTAL TIME IN BUSINESS HOURS (DAYS)	TOTAL TIME IN HOURS
Open histology	10	114.50 (4.77)	174.50
Lymphoma	5	117.00 (4.88)	165.00
TCC	4	116.75 (4.86)	158.75
Melanoma	5	119.60 (4.98)	167.60
All Cases*	24	116.46 (4.85)	168.46

*Clinical turnaround time for case 0508 (TCC) was an outlier (completed in 212 business hours).

The expression data was generated in 91 business hours (3.79 days) but there was a delay in the PMed report being sent to investigators. Overall the turn around for sample analysis fits a clinical window and its inclusion in the analysis did not impact the study conclusions.

### Canine tumor samples clustered by cancer type but drug reports were patient specific

To characterize the utility of the resultant canine tumor expression data for future therapeutic consideration, clustering analysis was performed. Multidimensional scaling (MDS) coordinates were generated using individual tumor gene (mRNA) expression and drug prediction scores. 

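Genes that mark a cell of origin were higher in the tumor type that arises from that cell. Of 19 melanocyte genes kept by the filter, 15 were higher and 0 lower in melanoma than in the mean of the other 3 types (16 higher when adjusted over the list alone), with a median log2 fold change of 2.84 (limma camera, adjusted p = 1.7e-29). Of 13 genes of the urothelium, the lining of the bladder, 11 were higher and 0 lower in TCC (11 when adjusted over the list alone), with a median of 4.03 (adjusted p = 1.96e-15). In lymphoma, 15 of 18 B cell genes and 15 of 21 T cell genes were higher and 0 were lower (16 and 18 higher when adjusted over the list alone), with medians of 2.13 and 2.46. The lymphomas differed in the lists: as mean z-scores, lymphomas 0, 1 and 2 had -0.00584, 0.0834 and -0.111 for T cells. Lymphomas 3, 4 and 6 had 1.44, 1.87 and 1.81 for T cells but 0.254, 0.477 and 0.0936 for B cells. The group values thus do not give the cell of origin of each lymphoma. The lymphocyte lists passed camera at a preset correlation of 0.01 (adjusted p = 4.27e-07 for B cells and 4.56e-07 for T cells) but not otherwise (adjusted p = 0.27 and 0.35 with an estimated correlation). Of 27 genes of the extracellular matrix and fibroblasts, 19 were higher and 0 lower in sarcoma (23 when adjusted over the list alone), with a median of 1.95 (adjusted p = 8.79e-23). Matrix genes were also higher in melanoma, where 5 were higher and 1 lower (10 and 1 when adjusted over the list alone; median 0.88, adjusted p = 1.59e-05, but adjusted p = 0.35 with an estimated correlation). Over the 9972 genes, 18 of the 19 tumors of the 4 types had a tumor of their own type as their most correlated tumor. The exception was a tumor titled sarcoma, which correlated most with the hemangiosarcoma (r = 0.175). Permuting the type labels gave 3.63 such tumors on average and 14 at most (one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The mean correlation was 0.245 over the 40 pairs of one type and -0.129 over the 131 pairs of different types, a difference of 0.374 (one-sided permutation test, p = 1e-05, again the smallest possible). Within a type, it was 0.521 in TCC (0.493 to 0.560 over the pairs), 0.288 in lymphoma (0.166 to 0.507), 0.141 in melanoma (0.0583 to 0.256) and 0.127 in sarcoma (0.0348 to 0.173). These correlations are across genes, which are not independent replicates, so the permutations were made over tumors. From the positions of the tumors in MDS coordinates in Figure 4, the paper concludes that the type of cancer orders the expression profiles.

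**Figure D1:**
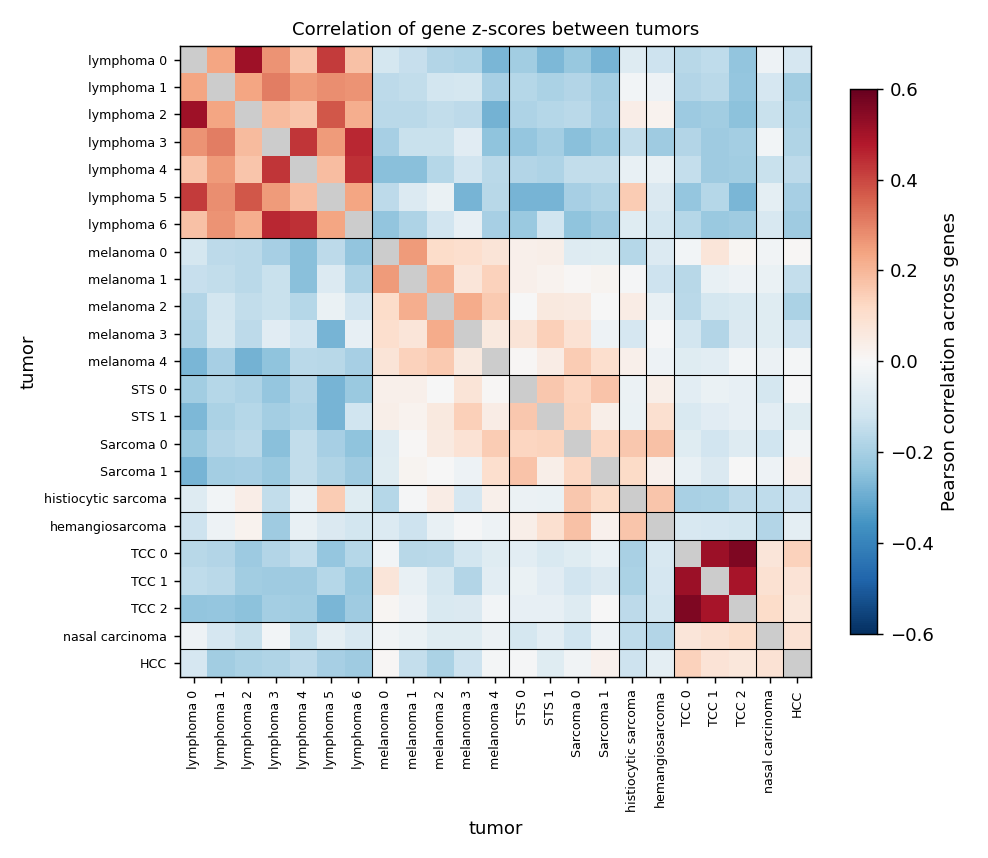
Pearson correlation of gene z-scores between each pair of the 23 tumors, with tumors on both axes ordered by type and the color giving the correlation. The 3 TCC form the block of highest mean correlation, 0.521, and pairs of lymphoma and sarcoma lie lowest among the pairs of types, with a mean of -0.205.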

Consistent with others efforts using MDS and principal component analysis (PCA) of human tumors, gene expression in the dog tumors clustered by cancer type (**Figure 4**). 

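Genes of epithelial adhesion and keratins were higher in TCC, and matrix genes were lower in the lymphomas. Of 19 epithelial genes, 17 were higher and 0 lower in TCC (18 higher when adjusted over the list alone), with a median log2 fold change of 4.94 (limma camera, adjusted p = 6.94e-27). As the mean z-score over the same genes, the 3 TCC had 1.90, 1.64 and 1.89, the nasal carcinoma 1.31 and the HCC 0.449, and the highest of the other 18 tumors was a melanoma at 0.143. Of the 27 matrix and fibroblast genes, 20 were lower and 0 higher in lymphoma (21 lower when adjusted over the list alone), with a median of -2.30 (adjusted p = 3.94e-14; adjusted p = 0.0567 with an estimated correlation). The mean z-score of the matrix genes was 0.649 to 1.35 in the 4 sarcomas, 0.105 to 1.15 in the 5 melanomas and -0.882 to -0.430 in the 7 lymphomas. It was -0.521 to 0.322 in the 3 TCC, 0.376 in the histiocytic sarcoma, -0.364 in the hemangiosarcoma, -0.436 in the nasal carcinoma and -1.14 in the HCC, below every lymphoma. With the 8 types placed in the 3 histologic categories of the paper, the mean correlation across genes was 0.0565 between types of one category and -0.111 between types of different categories. The difference of 0.167 was the highest of the 280 ways to place the types in categories of these sizes (one-sided exact permutation test, p = 0.00357, the smallest this design can give). Among the carcinomas, the mean correlation was 0.0956 for HCC with TCC, 0.0922 for TCC with the nasal carcinoma and 0.0844 for HCC with the nasal carcinoma. Among the mesenchymal types, it was 0.168 for the histiocytic sarcoma with the hemangiosarcoma and 0.0827 for the sarcomas with the hemangiosarcoma. Melanoma had 0.0337 with the sarcomas but -0.0410 with the histiocytic sarcoma and -0.0588 with the hemangiosarcoma. Lymphoma, the only round cell type, lay below 0 with all other 7 types, from -0.0230 with the histiocytic sarcoma to -0.205 with the sarcomas. 4 of the 8 types rest on 1 tumor.

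**Figure D2:**
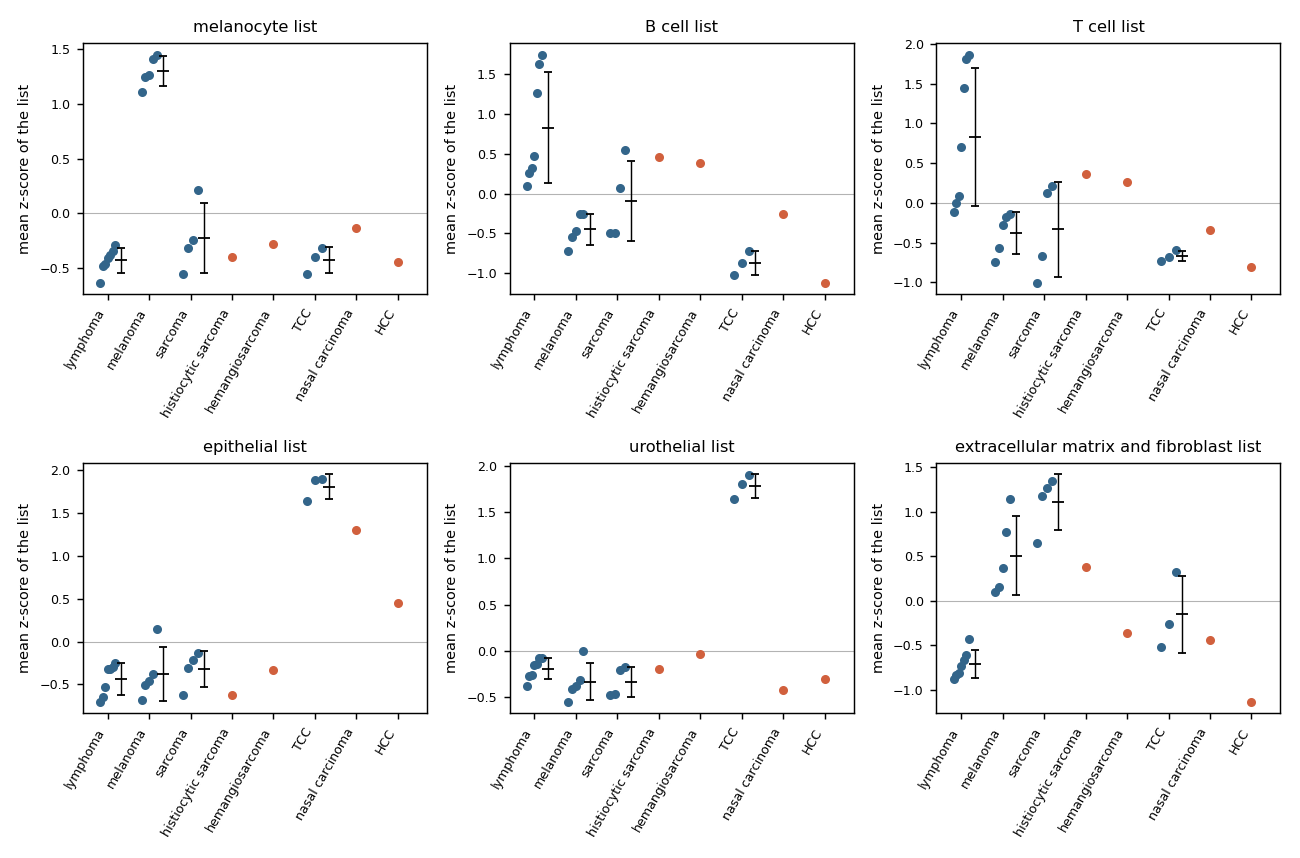
Mean z-score over the genes of 6 marker lists, melanocyte, B cell, T cell, epithelial, urothelial, and extracellular matrix and fibroblast, in each of the 23 tumors, by tumor type. Points are tumors, bars give the mean and SD for the types with at least 3 tumors, and orange points are the types with 1 tumor; the nasal carcinoma, at 1.31, has the highest epithelial value outside TCC.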

As expected, broad histologic categories shared genomic signatures, with carcinomas (bladder TCC, nasal carcinoma, hepatocellular carcinoma (HCC)), mesenchymal (soft tissue sarcomas, hemangiosarcoma, histiocytic sarcoma, melanoma), and round cell (lymphoma) tumor samples clustering in subgroups. The single HCC sample was an outlier due to liver specific genes being highly expressed with high variance relative to other samples. 

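Hepatocyte genes were far higher in the HCC than in every other tumor. Of the 40 liver genes of the list that the array annotation holds, all 40 had their highest value of the 23 tumors in the HCC, by a median log2 difference of 7.66 from the mean of the other 22. CYP2E1, which oxidizes ethanol and drugs, had a log2 signal of 15.89 in the HCC and 4.61 ± 0.70 (SD, n = 22) in the others. TTR, the carrier of thyroid hormone and retinol in plasma, had 15.86 in the HCC and 5.55 ± 1.41 in the others. The fibrinogen genes FGA and FGB were higher by 9.83 and 8.72, and PLG, which encodes plasminogen, by 9.65. CYP2E1, TTR, FGA, FGB and PLG are the examples named after their values were seen. Most liver genes lay below the filter because they were dim in the other tumors, and 6 of the 40 were kept. Among the kept genes, CYP7A1, the rate-limiting enzyme of bile acid synthesis, was higher in the HCC by 8.27, SERPINA1, the protease inhibitor alpha-1-antitrypsin, by 8.45, and ARG1, the arginase of the urea cycle, by 4.92. The 6 kept genes had a median of 7.84, above all of 10000 random lists of the same size and mean expression, whose highest median was 2.66. Outside the list, ASS1 of the urea cycle was higher by 10.22, RGN by 8.64 and CES1 by 8.10. SLC27A2 was higher by 8.37 in the HCC but higher still in the nasal carcinoma, where its log2 signal was 14.11 against 13.74. By SD over the 23 tumors, 2 of the 6 liver genes were among the 100 genes of largest spread, and 45 of the 9972 genes stood at least 3 log2 units above every other tumor in the HCC. The mean correlation of the HCC with the other 22 tumors, across the log2 values of all genes, was 0.653, and the next lowest tumor, a soft tissue sarcoma, had 0.738. Without the liver list it was 0.656 for the HCC and 0.738 for the next lowest. With all 15115 genes, it was 0.702 for the HCC, and 0.715 without the 40 liver genes, where the next lowest tumor had 0.812. This is 1 tumor, so these values describe it and have no test.

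**Figure D3:**
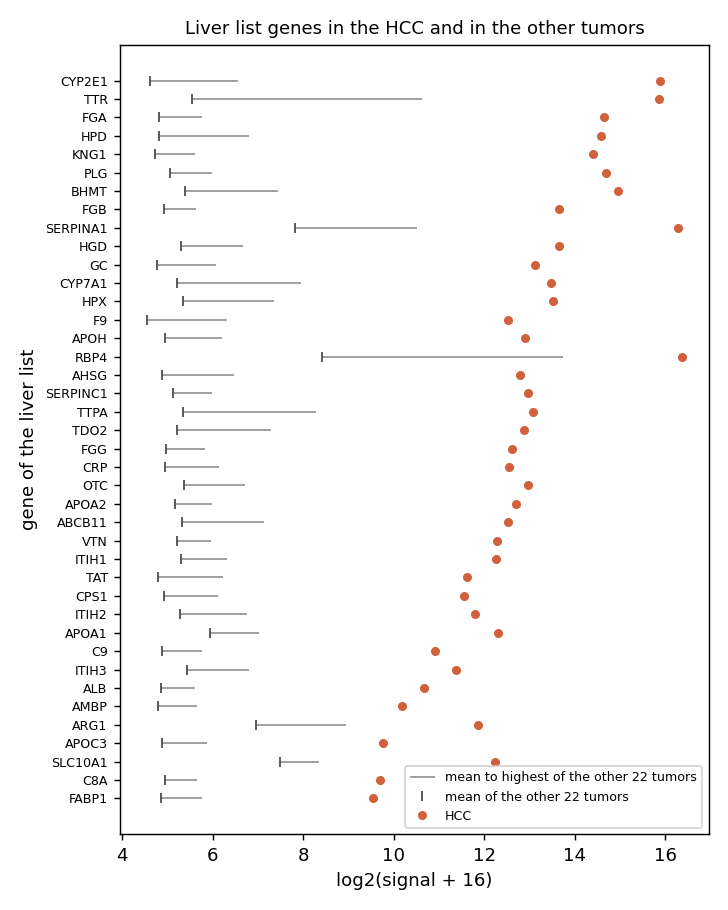
Log2 signal of the 40 liver genes in the HCC, beside the mean and the highest value of the other 22 tumors, with 1 line per gene. All 40 genes lie highest in the HCC, by up to 11.28 log2 units over the mean of the others for CYP2E1.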

Breed was analyzed as an independent variable in tumor gene expression but did not influence clustering (**Figure S1**). Both pure bred and mixed breed dog samples were grouped by histologic description.

**Figure 4:**
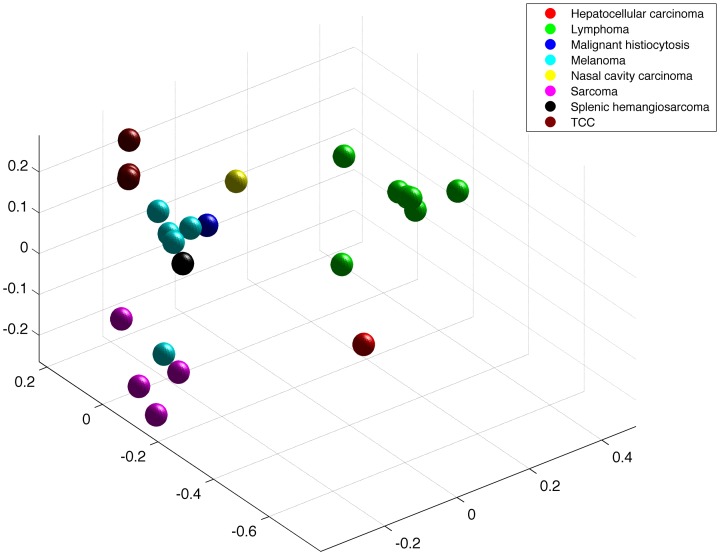
Cancer type defines canine tumor gene expression signatures. Multidimensional scaling (MDS) coordinates were generated using individual tumor gene (mRNA) expression z-scores to define relationships within the dataset. Tumor gene expression clustered by tumor type. Additionally, histologic categories share genomic signatures, with carcinomas (bladder TCC, nasal carcinoma, hepatocellular carcinoma (HCC)), mesenchymal (soft tissue sarcomas, hemangiosarcoma, histiocytic sarcoma, melanoma), and round cell (lymphoma) tumors clustering together in subgroups.

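Among the genes highest in lymphoma over the other types were markers of B and T lymphocytes. IL2RG, the common chain of several cytokine receptors, had a log2 signal of 11.41 ± 0.41 (SD, n = 7) in lymphoma and 4.54 to 8.73 in the tumors of the other 3 types, a log2 fold change of 5.14 (standard error 0.49, limma adjusted p = 5.79e-07). CD3D and CD3G, chains of the T cell receptor complex, were higher by 5.17 and 4.87, and MS4A1, the B cell surface protein CD20, by 5.08. The B cell receptor chain CD79A was higher by 3.28 and CD22, another B cell surface protein, by 3.91. CXCL13, a chemokine that draws B cells, was higher by 4.48, IKZF3, a transcription factor of lymphocytes, by 4.70, and LAMP3, a marker of mature dendritic cells, by 5.08. The spread of these markers within lymphoma was wide, with an SD of 2.31 for MS4A1 and 1.83 for CD3G. DNASE1L3, a secreted DNase, had the smallest adjusted p of the 10 genes highest in lymphoma (log2 fold change 4.86, standard error 0.31, limma adjusted p = 3.71e-09). Among the genes lower in lymphoma were SEMA3C, a secreted guidance molecule, by -4.80, and PPL, a plakin of epithelial junctions, by -4.68 (adjusted p = 1.04e-07). Of 28 proliferation genes, 14 were higher and 0 lower in lymphoma (14 when adjusted over the list alone), with a median of 1.00 (camera, adjusted p = 3.04e-07; adjusted p = 0.355 with an estimated correlation). Examples are BUB1B, of the spindle checkpoint, at 2.17 and MCM5, of the replicative helicase, at 1.97. Of 7 class II antigen presentation genes, 1 was higher, DLA-DOA at 4.05 (1 when adjusted over the list alone; camera adjusted p = 0.127). Of 14 interferon response genes, 3 were higher and 1 lower (3 and 1 when adjusted over the list alone; camera adjusted p = 0.18). GBP1 was higher by 3.89, OAS3 by 1.20, IFI44L by 1.55, and RSAD2 had -1.80 (adjusted p = 0.0435). The calls of IFI44L, OAS3 and RSAD2 were lost with all 23 tumors as 2 groups (log2 fold changes of 1.37, 0.89 and -1.45, adjusted p = 0.0527, 0.0647 and 0.148). That of RSAD2 was also lost without any of 11 single tumors and that of IFI44L without any of 5, and OAS3 had 0.78 with a pseudocount of 64. The RSAD2 call was further lost with a pseudocount of 1 (-2.08, limma adjusted p = 0.0764) and with quantile normalization (-1.67, adjusted p = 0.0589). With the number in the sample title as a block, the calls of RSAD2, IFI44L and OAS3 were lost too (limma adjusted p = 0.155, 0.0825 and 0.0618).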

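Pigment cell genes were highest in melanoma and genes of the bladder lining in TCC. DCT, an enzyme of melanin synthesis, had a log2 signal of 14.41 ± 0.63 (SD, n = 5) in melanoma and 4.18 to 6.16 in the other 3 types. Its log2 fold change was 9.58 (standard error 0.40, limma adjusted p = 4.61e-12), or 763-fold on the scale of signal + 16. The log2 fold change of DCT ran from 8.11 to 11.13 over the alternatives, so the 763-fold holds for this scale only. PMEL and MLANA, proteins of the pigment organelle, were higher by 6.12 and 5.98, and SLC45A2, a transporter of the same organelle, by 5.69. CDH19, a cadherin of neural crest and Schwann cells, was higher by 6.50, and NRN1, a protein of neurite growth, by 6.75. PTGDS, prostaglandin D synthase, was higher by 5.01, and CHL1, a neural cell adhesion molecule, by 4.97. The keratins KRT18 and KRT8 were lower in melanoma, by -3.35 and -3.05, as were CP, the plasma copper protein, by -3.18 and the cytokine TNFSF11 by -3.38. With all 23 tumors as 2 groups, KRT18, KRT8, CP and TNFSF11 had -3.10, -2.46, -3.15 and -2.74 and were not called (adjusted p = 0.292, 0.474, 0.253 and 0.191). TCC, where KRT18 and KRT8 averaged 13.35 and 12.63, is part of the mean of the other 3 types. In lymphoma, melanoma and sarcoma, KRT18 ran from 4.53 to 9.06 and KRT8 from 4.12 to 7.63. The keratin calls thus do not show a decrease particular to melanoma. In TCC, UPK1A and UPK1B, uroplakins of the urothelial surface, had log2 fold changes of 6.97 and 6.93 (limma adjusted p = 7.48e-08 and 8.77e-09), and UPK3A had 5.97. EPCAM, an epithelial adhesion molecule, had a log2 signal of 13.87 ± 0.36 (SD, n = 3) and a log2 fold change of 7.25 (standard error 1.19, limma adjusted p = 0.000297). KRT8 and KRT18 were higher in TCC by 6.89 and 6.78, the mucin MUC1 by 6.28 and the surface protein PSCA by 5.74. Of 9 squamous epithelium genes, 4 were higher (4 when adjusted over the list alone; median 1.10, camera adjusted p = 0.0213, but adjusted p = 0.507 with an estimated correlation), among them SFN at 4.75 and PERP at 4.01. TP63, at 2.44, was not called when either of 2 of the TCC was left out (adjusted p = 0.101 and 0.0998), and PKP1, at 1.97, was not called without any 1 of the 3 TCC (adjusted p = 0.199, 0.0848 and 0.128). Of 3 airway epithelium genes, 2 were higher (2 when adjusted over the list alone; camera adjusted p = 3.26e-05): PIGR, which carries antibodies across epithelia, by 6.74 and AGR2 by 4.94. Of 13 endothelial genes, 2 were higher in TCC (4 when adjusted over the list alone; median 0.70, camera adjusted p = 0.00339, but adjusted p = 0.35 with an estimated correlation). T cell genes were lower in TCC, with 4 lower and 1 higher of 21 (4 and 1 when adjusted over the list alone; camera adjusted p = 0.00506, but adjusted p = 0.674 with an estimated correlation). The T cell list did not pass in TCC in 2 of 4 alternatives. The mean of the other 3 types includes lymphoma, where T cell genes were higher.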

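Matrix and fibroblast genes were higher in sarcoma. Among the single tumors, endothelial genes were high in the hemangiosarcoma, and skeletal muscle genes, more than macrophage genes, in the histiocytic sarcoma. The 3 kept genes of the airway list were high in the nasal carcinoma and also in TCC. PRRX1, a transcription factor of mesenchyme, had a log2 signal of 11.76 ± 0.78 (SD, n = 4) in sarcoma, a log2 fold change of 4.21 (standard error 0.51, limma adjusted p = 7.58e-05). FAP, a protease of activated fibroblasts, was higher by 4.09, COL6A3, a chain of collagen VI, by 3.79, and DCN, the matrix proteoglycan decorin, had a log2 signal of 14.74 ± 0.31 (SD, n = 4). MATN2, a matrix adaptor protein, was higher by 4.01 (adjusted p = 1.83e-05) and MOXD1 by 4.40. Lower in sarcoma were SFN, of stratified epithelia, by -3.38 and UPK1A by -3.12, calls that were lost with all 23 tumors as 2 groups (-2.49 and -1.85, adjusted p = 0.279 and 0.572). TCC, where SFN and UPK1A averaged 10.85 and 11.77, is part of the mean of the other 3 types. In lymphoma, melanoma and sarcoma, UPK1A ran from 4.08 to 6.89 and SFN from 4.23 to 9.64. These calls thus do not show a decrease particular to sarcoma. Beside the matrix genes, 2 of 22 macrophage genes were higher in sarcoma (2 when adjusted over the list alone; median 0.46, camera adjusted p = 0.0387, but adjusted p = 0.731 with an estimated correlation), MRC1 at 2.17 and CSF1R at 1.03. With all 23 tumors as 2 groups, MRC1 and CSF1R had 1.89 and 0.77 and were not called (adjusted p = 0.237 and 0.584). The CSF1R call was lost in 4 of 6 alternatives and without any of 4 single tumors, with 0.69 without Sarcoma 0 (limma adjusted p = 0.169). Proliferation genes were lower in sarcoma, with 3 of 28 lower and 0 higher (7 lower when adjusted over the list alone; median -0.82, camera adjusted p = 2.24e-07, but adjusted p = 0.353 with an estimated correlation). The hemangiosarcoma had a mean z-score of 2.60 over the endothelial genes and 2.11 over the smooth muscle genes, beside 3.65 for the 1 erythroid gene and 1.25 over the macrophage genes. Figure 4 of the paper labels this tumor as splenic, and whether tumor or host tissue gave these values was not tested. Among the genes kept by the filter, the hemangiosarcoma differed most from the mean of the other 22 tumors in PLAC8A, by 6.04, COCH, by 5.93, and MYOC, by 5.91. The filter can drop genes that are high in 1 tumor alone, so larger differences may lie outside the kept genes. The histiocytic sarcoma had 1.79 over the macrophage genes and 1.52 over the class II antigen presentation genes, and the chemokine CCL13 was higher there by 5.42. It had 3.05 over the skeletal muscle genes, with MYL1, a myosin light chain, higher by 7.57 and ACTA1, the actin of skeletal muscle, by 6.97. The nasal carcinoma had 2.31 over the 3 airway epithelium genes kept of 15 on the array annotation, and the TCC had 1.65, 0.98 and 1.35. These genes thus do not single out airway tissue. MMP7, a protease of glandular epithelia, was higher in the nasal carcinoma by 8.83, the protease inhibitors SPINK5 and SLPI by 8.28 and 7.20, and OLFM4 by 7.30. SPINK5 had a log2 signal of 14.28 there and 14.15 in the next highest tumor. Values of the single tumors have no replicate and no test.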

The second phase of MDS analysis used total nested PMed drug score, a summation of individual method scores, to cluster individual samples by drug susceptibility (**Figure 5**). The drug pool available for this analysis included 184 FDA approved agents. 

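Genes that Table S2 lists as drug targets differed among tumor types about as often as other genes, and several of them varied widely within a type. Of the 81 target genes kept here, 31 differed among the 4 types (38.3%; limma F test), beside 35.6% of all genes. IL2RG, a target of the interleukin 2 fusion toxin class of drugs, had 85.9% of its variance between types, PDGFRA, a growth factor receptor, 87.5%, the histone deacetylase HDAC1 81.6% and the estrogen receptor ESR1 76.9%. ESR1 was higher in TCC by 4.41 on the log2 scale (limma adjusted p = 0.000236) and had -2.37 in lymphoma (adjusted p = 0.00237) and -2.66 in melanoma (adjusted p = 0.0103). The integrin ITGB3 was higher in TCC by 2.11 (adjusted p = 0.00309) and lower in lymphoma by -2.07 (adjusted p = 0.00014). With all 23 tumors as 2 groups, the ESR1 calls in lymphoma and melanoma were lost (-1.66 and -1.74, adjusted p = 0.157 and 0.449). Both were compared with a mean that includes TCC, where ESR1 averaged 9.65. Over the 81 genes, the median share of variance between types was 38.4%, against 14.6% on average and 27.9% at most when the type labels were permuted (one-sided permutation test, p = 1e-04, the smallest that 10000 permutations can give). That share was 36.6% over all genes, and the target genes lay at the 67.6th percentile of random gene lists of their size. By the target genes alone, 16 of the 19 tumors had a tumor of their own type as the most correlated, and the mean correlation was higher within than between types by 0.400 (one-sided permutation test, p = 1e-05 for both, the smallest possible). Within a type, the receptor tyrosine kinase KIT ranged over 6.56 log2 units among the 7 lymphomas, the serotonin receptor HTR2A over 6.19 and PTGS2 over 6.56. PTGS2 also ranged over 7.30 among the 5 melanomas. The range of KIT in lymphoma and that of PTGS2 in melanoma each rest on 1 tumor, at 11.33 with the next at 7.34 and at 13.56 with the next at 8.26. The median range over the 81 genes was 1.83 in lymphoma, 1.67 in melanoma, 1.79 in sarcoma and 0.95 in TCC, where types with fewer tumors have smaller ranges by chance. A range over 2 log2 units was found in 37 genes in lymphoma, 32 in melanoma, 36 in sarcoma and 10 in TCC. The genes of Table S2 were chosen as drug targets and not on these tumors, and the drug scores themselves were not computed here.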

There was a weak association of drug calls with tumor type, but also clear heterogeneity in drug prediction even within a defined cancer type. Preliminary drug predictions based on individual tumor characteristics support the use of PMed drug prescription in future comparative oncology studies.

**Figure 5:**
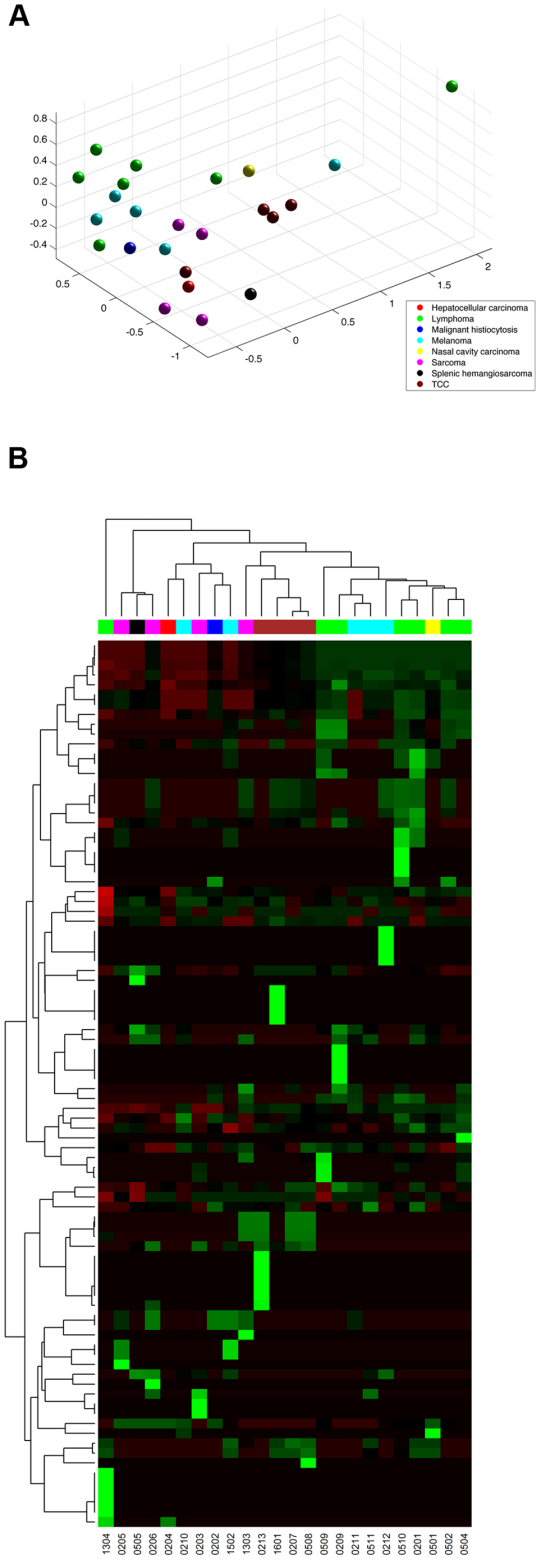
Drug prediction scores define individual tumor predicted drug susceptibilities. **A.** MDS analysis shows nested PMed summary drug scores cluster individual samples by drug susceptibility. There was a weak association of drug calls with cancer type, but clear heterogeneity in drug prediction even within a single cancer type (histology). **B.** A heat map of targeted and conventional agent sensitivity across each patient sample. Individualized drug predictions based on tumor characteristics support the use of PMed drug prescription in future comparative oncology studies.

## Discussion

In this study, our objective was to determine the feasibility of real time transcriptome analysis of canine tumors as part of a PMed strategy to allow selection of potentially active drugs for personalized patient therapy. The timeline from tumor biopsy to PMed report generation was <5 business days, confirming the practicality of prospective tumor collection, molecular profiling, and generation of an actionable PMed report in dogs with cancer. Tumor samples collected were of high quality measured by both histopathologic and molecular standards of nucleic acid integrity and yield.

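Lymphoma differed from the other types in the most genes. In lymphoma, 693 genes were higher and 1205 lower than in the mean of the other 3 types (limma adjusted p under 0.05 and a log2 fold change of at least 1 in size), together 19.0% of the 9972 genes, with CD3D and MS4A1 among the 10 of largest increase. TCC had 680 genes higher and 435 lower (11.2%), with uroplakin and keratin genes among the 10 of largest increase. Sarcoma had 432 higher and 171 lower (6.05%), and melanoma had 254 higher and 177 lower (4.32%), with DCT first by fold change. The lower count in sarcoma was 92 without the tumor STS 0 and 231 without the tumor Sarcoma 0. The number of tumors differs between types, from 7 lymphomas to 3 TCC, and the counts depend on it. In total 2684 genes were called in at least 1 of the types and 7288 in 0 of them. By limma's F test over the 4 types, 3554 genes (35.6%) differed among types, and the median gene had 36.6% of its variance between types. With all 23 tumors as 2 groups, 1331 genes were called in lymphoma (571 higher and 760 lower), 489 in TCC (409 and 80), 99 in sarcoma (88 and 11) and 133 in melanoma (119 and 14). With the adjusted p alone and no fold threshold, 3291 genes were called in lymphoma, of which 1705 were higher and 1586 lower, and leaving out 1 of the 3 TCC gave 633, 611 or 685 genes in TCC.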

MDS analysis revealed that canine tumor gene expression was strongly tied to cancer type. Although the number of histologic subgroups analyzed was small, the data was consistent. Additionally, clustergram analysis of personalized drug reports across samples demonstrated heterogeneity in predictions even within a single cancer type. This lends support to the inclusion of dogs with naturally occurring cancers in PMed preclinical studies, where patient-to-patient variability within a given cancer type (histology) exists. Indeed, review of the drug predictions derived from canine expression studies includes several therapeutic agents that are reasonably predicted to have efficacy in a given cancer (i.e. mitoxantrone in lymphoma) as well as agents not commonly used in that cancer but used in other cancer types (i.e. the knase inhibitor sunitinib in bladder cancer), and also drugs that are not commonly used in cancer patients (i.e. theophylline). This selection of PMed derived agents, supports the over-riding premise of this approach, since conventionally used drugs are included as options (proof of concept), but is extended by agents that may not be considered without this approach.

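TOP2A, the topoisomerase that mitoxantrone inhibits, was highest in lymphoma, and PDGFRA, a receptor kinase that sunitinib inhibits, was highest in TCC. TOP2A had a log2 signal of 13.07 ± 0.41 (SD, n = 7) in lymphoma and 10.19 to 12.88 in the other 3 types, a log2 fold change of 1.28 (standard error 0.32, limma adjusted p = 0.00512). In TCC its log2 fold change was 0.02 (adjusted p = 0.986). PDGFRA had 12.20 ± 0.48 (SD, n = 3) in TCC, a log2 fold change of 3.20 (standard error 0.45, limma adjusted p = 6e-05), and was also higher in sarcoma by 1.87 (adjusted p = 0.00862), which was 2.47 with all 23 tumors as 2 groups and not called (adjusted p = 0.229). It was lower in lymphoma by -2.62 and in melanoma by -2.45, calls that were lost with all 23 tumors as 2 groups (-1.91 and -1.54, adjusted p = 0.0734 and 0.489). The receptors of vascular endothelial growth factor had 1.19 (KDR) and 1.28 (FLT1) in TCC, both with an adjusted p of 0.0936. KDR was called without 1 of the lymphomas (adjusted p = 0.0306), and FLT1 without either of 2 sarcomas (adjusted p = 0.0409 and 0.0451) and with the probeset of the highest mean signal (1.33, adjusted p = 0.0403). KIT had -0.51 in TCC (adjusted p = 0.77), and CSF1R was lower by -1.01 (adjusted p = 0.047), a call lost in many other settings, such as all 23 tumors as 2 groups (-1.02, adjusted p = 0.397). As a list, the 7 tested sunitinib targets had 1 higher and 1 lower in TCC (3 and 1 when adjusted over the list alone), a median log2 fold change of -0.51 and a mean of 0.39 (camera, in the higher direction, adjusted p = 0.505). In sarcoma 3 of them were higher (3 when adjusted over the list alone; adjusted p = 0.127). PDE4B, a phosphodiesterase that theophylline inhibits, had a log2 fold change of 0.99 in lymphoma (standard error 0.34, limma adjusted p = 0.0329), just under the fold threshold. It was called with a pseudocount of 1 (1.06, limma adjusted p = 0.0359) and with the probeset of the highest mean signal (1.27, adjusted p = 0.0195). It was also called in 9 of 19 fits with 1 tumor left out. Over the alternatives, PDE4B had 0.73 to 1.27, with a highest limma adjusted p of 0.131 over all settings. In the paper's Table S1, mitoxantrone is the highest ranked drug in 3 of 7 lymphomas and 0 of 17 other cases, and sunitinib in 4 of 4 TCC and 3 of 20 other cases. PDE4B is the inferring gene of the target expression method in 2 of 7 lymphomas and 0 of 17 others. The paper chose these drugs as examples from the same predictions, so the tallies describe that choice and are not a test of it. Table S1 holds 24 cases with 4 TCC, while the signals here come from 23 tumors with 3 TCC, and the number of 1 of the 7 lymphoma cases also stands in Table 3, as a melanoma that failed quality control.

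**Figure D4:**
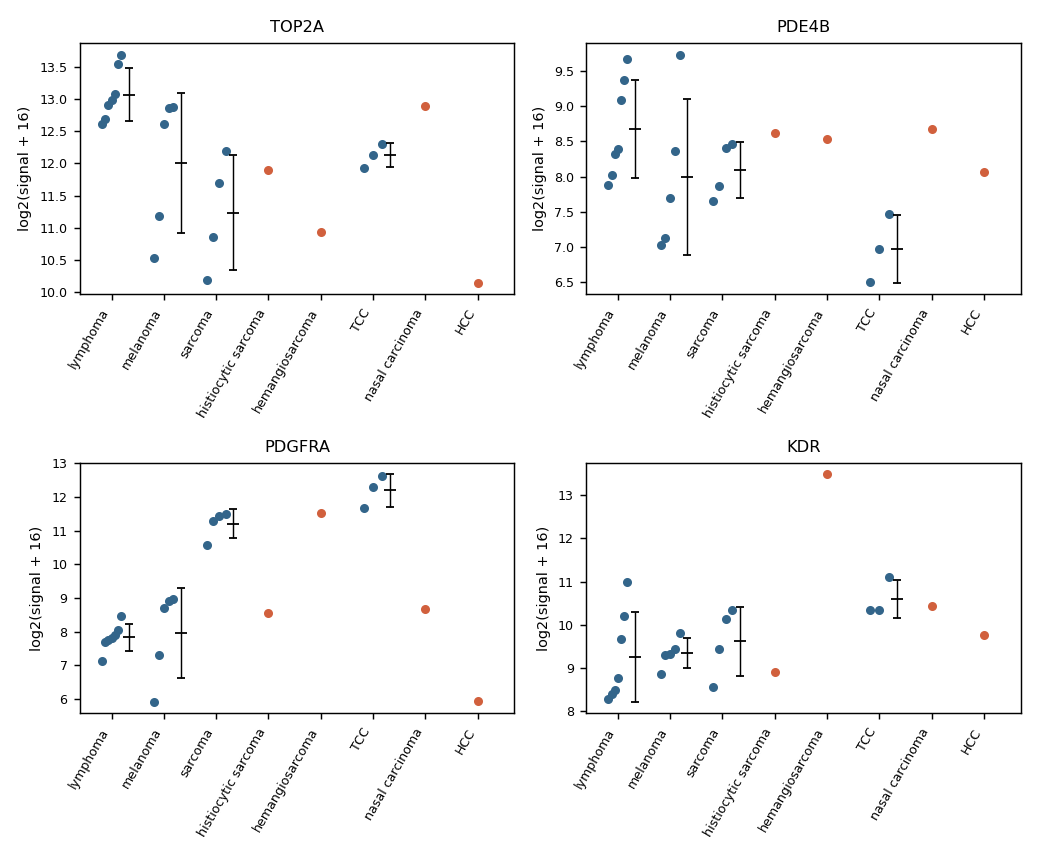
Log2 signal of TOP2A, PDE4B, PDGFRA and KDR in each of the 23 tumors, by tumor type. Points are tumors, bars give the mean and SD for the types with at least 3 tumors, and orange points are the types with 1 tumor; TOP2A averages 13.07 in lymphoma and PDGFRA 12.20 in TCC.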

Breed and type-specific collections for Golden Retrievers with lymphoma, Scottish terriers with TCC, and an open histology/open breed cohort also allowed for comparisons across tumor type and breed. Cancer type-defined clusters trumped breed associations. However it is possible that, if sequenced, tumor mutational status might be more specifically descriptive of breed. Also of note, accrual was slower for some breed and cancer type-specific cohorts (notably American Cocker Spaniels with melanoma), and, therefore subsequent breed based efforts require additional large-scale incentivized accrual to be sustainable.

Companion animals with cancer have been increasingly used to provide insight into tumor biology and in clinical studies of drug development [15], [21], [22]. As noted above, this is particularly germane to PMed where traditional rodent xenograft models do not collectively represent the heterogeneity known to exist in a population of human patients with a given histological diagnosis of cancer [14], [23]. Comparative models may address challenges in the PMed field by providing both types of heterogeneity and as such the opportunity to ask if PMed guided interventions are associated with improved outcomes compared to conventional approaches. Furthermore, since PMed algorithms often define “first,” “second,” “third” tier agents, comparative oncology trials could test the clinical value of the first versus the second and third agents. Such agents may be offered as front line therapy for dogs with cancer alone or in combination with other cancer therapy. Comparative oncology trials could also allow the comparison of PMed algorithms (which are likely to be context-sensitive) through head-to-head trials to define the most successful approaches or scenarios for algorithm prescription[28]. With crossover rules for progressive disease, novel trial designs may also allow the evaluation of presumed “negative” (i.e. not predicted to be effective) agents compared to presumed “positive) agents (i.e. predicted to be effective). Further, components of the PMed approach may be individually tested and optimized through comparative models. Points of optimization may include defining the best sources of molecular data input, determining optimal biopsy collection techniques, evaluating informed algorithm generation, and exploring combinational therapy selection [26].

PMed comparative oncology studies are however limited by challenges in the translation of genomic signatures across species. For example, although there are data demonstrating similarities in gene expression between canine and human cancer types, the use of human expression signatures to query canine expression data is not well-established [24], [25] [27]. Further, in the case of gene expression data, the dearth of normal reference sets in comparative species can present a challenge. In this report the use of a canine normal tissue expression data set was utilized. Alternative options for such reference sets may include expression data from other tumor types. From the perspective that these analyses are aimed at identification of key deregulation phenomena, we expect that significant deregulation will be identified even when highly variable reference sets of tumors are used. 

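In the hemangiosarcoma, the genes of vascular receptors stood far above those of the other tumors. Against the mean and SD of the other 22 tumors, its z-score was 4.67 for KDR, 3.81 for FLT4 and 3.62 for FLT1, all receptors of vascular endothelial growth factors, and each was the highest of the 23 tumors. KIT had 2.08 there, PDGFRA 1.23 and TOP1, a topoisomerase, -0.40. In the HCC, IL1R1, the receptor of interleukin 1, had 2.23, RAD23B, a DNA repair protein, 1.47 and HDAC2, a histone deacetylase, -1.88. In the nasal carcinoma, IL1R1 had 1.63 and TOP2A 0.77. In the histiocytic sarcoma, the calcium channel subunit CACNA2D1 had 1.22, RAD23B 0.17 and IL1R1 0.13. These are the genes that Table S1 names for the 4 cases of types with 1 tumor, so the study had chosen them on these tumors, and their direction is not independent evidence. The case number of the HCC also stands in Table 3 of the paper, as a TCC that failed quality control. Of the 14 measured values, 2 belong to the network method, HDAC2 in the HCC and IL1R1 in the histiocytic sarcoma, which reads the activity of a target from other genes and not its own expression. Of the 12 named by target expression or a rule, 11 lay above 0 and 3 reached the z-score of 3 that the methods set for these. With a pseudocount of 1, FLT4 had 2.98 and 2 values reached 3. Over all 9972 genes, a z-score of 3 or more was reached by 351 genes (3.52%) in the HCC, 73 in the nasal carcinoma, 69 in the hemangiosarcoma and 49 in the histiocytic sarcoma. The reference here is the other tumors and not the paper's normal tissues, and with 1 tumor per type there is no test.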

All methods begin with basic z-scores and for genes that are deregulated these scores will be very significant regardless of the reference. In support of this, review of the drug selection data (Table S1) provides support for the validity of this cross-species approach. For example, the drug selection outcomes in canine lymphoma compared to other types disproportionately include cytotoxic drugs that are conventionally used to treat canine and human lymphoma. Similarly, the transitional cell carcinoma of the bladder disproportionately included several inhibitors of the cox-2 pathway. 

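Targets of cytotoxic drugs were slightly higher in lymphoma, with most single genes short of the test. Of 16 tested targets, 2 were higher and 0 lower in lymphoma (2 when adjusted over the list alone), with a median log2 fold change of 0.58 (limma camera, adjusted p = 0.0109; adjusted p = 0.27 with an estimated correlation). The called members were TOP2A and TOP1, the topoisomerase that irinotecan and topotecan inhibit. TOP1 had a log2 signal of 11.08 ± 0.37 (SD, n = 7) in lymphoma and 9.66 to 10.41 in the other 3 types, a log2 fold change of 1.06 (standard error 0.16, limma adjusted p = 5.08e-05). Without 1 of the lymphomas, the log2 fold change of TOP1 was 0.95 and below the fold threshold (adjusted p = 0.000121). The DNA methyltransferase DNMT1 had a log2 fold change of 1.00 (standard error 0.23, limma adjusted p = 0.0031), just short of the fold threshold, and passed it with a pseudocount of 1 (1.03). TYMS, the thymidylate synthase that fluorouracil inhibits, had 0.43 (adjusted p = 0.176), the kinase DCK, which activates gemcitabine and cytarabine, 0.70 (adjusted p = 0.268) and PPAT of purine synthesis 0.36 (adjusted p = 0.247). In sarcoma, 0 of the 16 targets were called (1 lower when adjusted over the list alone; median -0.33, camera adjusted p = 0.0387, but adjusted p = 0.35 with an estimated correlation). Of 6 tested target and rule genes of the histone deacetylase inhibitor vorinostat, 1 was higher in lymphoma (1 when adjusted over the list alone; camera adjusted p = 0.613). This was HDAC1, with a log2 fold change of 1.05 (standard error 0.16, limma adjusted p = 0.000103), which fell below the fold threshold without any 1 of 4 tumors (0.98 to 1.00). In the paper's Table S1, the target expression method names a cytotoxic target in 3 of 7 lymphomas and 3 of 17 other cases (Fisher's exact test, p = 0.307). TOP2A is the inferring gene of that method or of a sensitivity rule in 4 of 7 and 3 of 17 (Fisher's exact test, p = 0.134). Mitoxantrone, a cytotoxic drug that the paper chose as an example from this table, is the highest ranked in 3 of 7 and 0 of 17. The sensitivity rules name teniposide, topotecan or gemcitabine in most lymphomas and in a minority of the other cases. The rules were tallied for TOP2A only, so these tests do not decide the paper's statement on cytotoxic drugs.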

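Genes of prostaglandin synthesis differed in TCC, with PTGS1 and PLA2G4A higher and PTGDS lower, while PTGS2, which encodes cox-2, was high in some TCC and in some other tumors. PTGS2 had a log2 signal of 11.03 ± 1.79 (SD, n = 3) in TCC, with tumors at 9.06, 11.45 and 12.56, and 4.12 to 13.56 in the other 3 types. Its log2 fold change of 3.17 did not pass the test (standard error 1.28, limma adjusted p = 0.113). The highest PTGS2 value of all tumors was in a melanoma, at 13.56, and without that melanoma the log2 fold change in TCC was 3.59 (adjusted p = 0.0264). PTGS1, which encodes cox-1, had 10.32 ± 1.21 (SD, n = 3) in TCC and 4.24 to 8.35 in the other 3 types, a log2 fold change of 3.84 (standard error 0.68, limma adjusted p = 0.000644). PLA2G4A, the phospholipase that releases arachidonic acid from membranes, had 9.99 ± 0.31 (SD, n = 3), a log2 fold change of 2.78 (standard error 0.38, limma adjusted p = 4.23e-05). PTGDS had -3.47 in TCC (adjusted p = 0.00145), a call lost with all 23 tumors as 2 groups (-2.49, adjusted p = 0.444). Melanoma, where PTGDS averaged 11.34, is part of the mean that TCC was compared with. Of 11 tested genes of the prostaglandin pathway, these 2 were higher and 1 was lower in TCC (4 higher and 1 lower when adjusted over the list alone), with a median of 0.56, and the list as a whole did not pass the test (camera, adjusted p = 0.2). In the paper's Table S1, the target expression method names PTGS2 in 2 of 4 TCC and 1 of 20 other cases (Fisher's exact test, p = 0.0613).

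**Figure D5:**
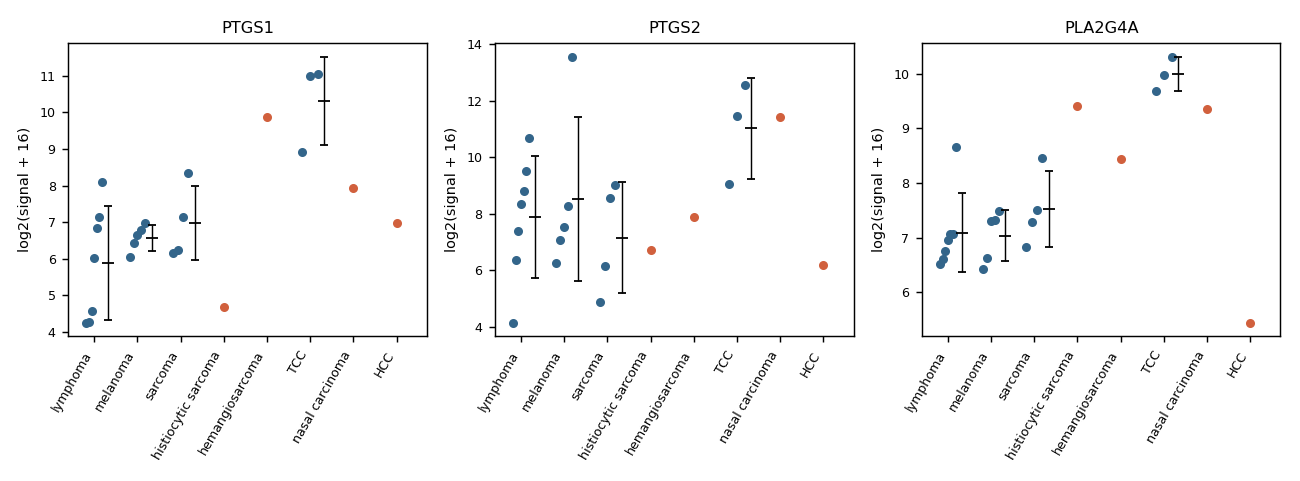
Log2 signal of PTGS1, PTGS2 and PLA2G4A in each of the 23 tumors, by tumor type. Points are tumors, bars give the mean and SD for the types with at least 3 tumors, and orange points are the types with 1 tumor; PTGS2 runs from 9.06 to 12.56 in TCC and reaches 13.56 in a melanoma.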

Interestingly these agents have been shown to be active and are under evaluation in canine and human bladder cancers.

Complex models are needed to effectively evaluate PMed study designs and this proof of concept trial validates the dog with cancer as a model for clinical evaluation of novel PMed approaches. It is now reasonable that dogs with cancer can begin to fill the gap in optimizing the delivery of these approaches for translation to human patients. Our study used operational, analytical and clinical aspects of a comparative approach to identify potentially active agents in spontaneously derived cancers. This study sets the foundation for trials that will become more integrative and comprehensive in nature though the generation and analysis of multiple dimensions of genomic data in conjunction with prospective clinical outcomes. Comparative oncology models have the potential to expedite this evaluation and lead advancements in personalized medicine.

## Methods

### Comparative Oncology Trials Consortium

The goals and infrastructure of the COTC have been previously described [14], [21], [29]. All COTC trial data were reported electronically and contemporaneously reviewed through the Cancer Central Clinical Database (C3D), a controlled-access database developed through the NCI's Center for Cancer Research (CCR) and Cancer Bioinformatics Grid (CaBIG) and modified for use in canine clinical trials [30].

### Study design and schedule

Client-owned pet dogs with histologically confirmed cancer, favorable performance status (grade 0 or 1 modified Eastern Cooperative Oncology Group (ECOG) performance status), and informed owner consent were eligible for enrollment. Specific subsets including Scottish terriers with transitional cell carcinoma of the bladder, golden retrievers with multi-centric lymphoma and all breeds with oral melanoma were eligible for enrollment. Eligibility criteria required a tumor amenable to a peripheral biopsy (except the cases with transitional cell carcinoma of the bladder). Only dogs with naïve disease were eligible for enrollment. Physical examination and laboratory [complete blood count (CBC), serum biochemical profile, urinalysis (UA)] evaluations were performed to evaluate eligibility prior to enrollment. Exclusion criteria removed dogs with significant co-morbidities (such as renal, liver, and heart failure or coagulopathy), history of chemotherapy (including corticosteroids in lymphoma cases and NSAIDs in TCC), radiation therapy or immunotherapy. All dogs were evaluated uniformly and treated within a defined clinical protocol with IACUC approval at each COTC enrollment site (Colorado State University, Michigan State University, Purdue University, Tufts University, University of Georgia, University of Minnesota, and University of Wisconsin-Madison). The NCI-Comparative Oncology Program (COP) reviewed the eligibility screening and approved trial entry of each patient. Potential adverse events related to the research protocol were monitored according to accepted VCOG-CTCAE criteria [18].

### Patient and Sample Tracking by Wiki

Defining the clinical turnaround time for prospective gene expression analysis and personalized medicine report generation was a main objective of this study. The Confluence Enterprise Wiki online database tracked the location of the specimens and time spent at each step of the QA/QC process. Confluence Enterprise Wiki was created by Atlassian and was utilized for this study. Researchers involved in the study were given usernames and passwords to access the common study site. At the start of the study 4 tables, one for each cohort, were constructed on the wiki space. When a patient enrolled, their patient ID, sex, date of birth, breed, and tumor type were entered into the table by the study monitor (CM). The specimens and results were tracked in real time with each investigator entering the date and time a sample arrived in their laboratory, when analysis began, and was completed, as well as the sample results. The wiki space allowed us to track the location of the specimens and derived data at each step of the QA/QC process.

### Sample Collections

#### Tumors

Tumor biopsies on Day 1 of the study were required from all dogs. Tumors must have been at least 3 cm in longest diameter to be eligible for biopsy. Biopsy techniques were prospectively defined by standard operating procedures (SOPs) and used uniformly at all participating COTC sites. Biopsies were collected by either a 10–14 gauge Tru-cut instrument, 6 mm punch biopsy, or an open biopsy technique. Biopsies for dogs with transitional cell carcinoma were collected by cystoscope or ultrasound guided. Two samples of at least 1 cm in length were obtained at various planes within the tumor to capture natural disease heterogeneity. The two planes were labeled as Tumor A and Tumor B. Each of the sections were bisected equally. Tumor A was divided and equal specimens placed in either RNAlater or formalin. Tumor B was divided and equal specimens placed in formalin or flash frozen. Tumor A samples (RNAlater) were shipped overnight on a −20 C ice pack to the Clinical Reference Laboratory (CRL) for RNA isolation. Tumor A and B samples (formalin) were shipped overnight on a −20 C ice pack to Colorado State University.

#### Plasma and serum

Plasma and serum samples were collected for all patients by standardized procedures on Day 1. These were flash frozen in liquid nitrogen and stored at −80 C. At the end of the study samples were shipped overnight on dry ice to the NCI-COP for permanent storage. These were stored for potential post hoc secondary analyses.

### Histopathology Review

Formalin-fixed, paraffin-embedded tumor biopsy samples were routinely sectioned, paraffin embedded, and stained with H&E for light microscopic evaluation. Histopathology quality assurance and control (QA/AC) assessment for all biopsies were performed by one pathologist (EJE). Data was subjectively classified into ordinal catagories: % tumor surface area was defined as the percentage surface area of each examined tissue that was determined to be tumor; % tumor nuclei was defined as the percentage of each examined tissue's nuclei that were determined to be tumor nuclei; % tumor necrosis was defined as the percentage of each examined tumor that was determined to be necrotic. Samples were evaluated for all 3 parameters (tumor surface, nuclei, and necrosis) at both the top and bottom of the tumor specimen and then averaged. Categories for percent tumor surface area were 0%–24%, 25%–49%, 50%–74%, and 75–100%. Categories for percent tumor nuclei were 0%–24%, 25%–49%, 50%–74%, and 75–100%. Categories for percent tumor necrosis were <10%, 10–20%, and >20%. Passing parameters were considered > or equal to 75% tumor and < or equal to 20% necrosis. Biopsies that failed to pass assessment were excluded from the remainder of the study. Representative microscopic images were captured for all examined samples and banked for future use.

### Total RNA Extraction

RNA isolation and QA/QC assessment from samples collected in the study was performed at a Clinical Laboratory Improvement Amendments (CLIA) accredited facility (Clinical Reference Laboratory, Lenexa, KS) to ensure quality laboratory testing. Standards defined here have been previously used for the conduct of human tissue processing and clinical trials (http://wwwn.cdc.gov/clia). RNA was extracted from canine tumor biopsy tissues (Tumor A) taken on Day 1 of the study and stored in RNA*later* stabilization solution (Ambion, Cat # AM7020). The quality measures for RNA isolation were quantity (total yield >20 ng) and integrity (A_260_/A_280_≥1.8, RIN≥8.0) measured by Nanodrop and Agilent Bioanalyzer respectively.

### Canine Genome 2.0 Expression Analysis

cDNA synthesis and amplification were accomplished using the NuGen Ovation Pico WTA System (Cat # 3300-12). Fifty nanograms of total RNA was used for cDNA synthesis using the following steps as per the Ovation Pico WTA System protocol: First Strand cDNA synthesis, second strand cDNA synthesis, cDNA purification, SPIA cDNA amplification, and amplified SPIA cDNA purification. The amplified DNA was checked for quality and quantity using the Nanodrop spectrophotometer. cDNA samples with a 260/280 ratio of ≥1.8 and a concentration above 5 µg in 30 ul were considered acceptable for further processing using the Affymetrix Canine genome 2.0 array.

Amplified cDNA samples generated with the NuGen Ovation Pico WTA system were used for fragmentation and labelling process using the NuGen Encore Biotin Module (Cat # 4200-12). The resulting fragmented and labeled cDNA was used for Affymetrix Canine 2.0 array hybridization. The hybridized arrays were washed and stained using GeneChip Hybridization, Wash and Stain Kit (Affymetrix, Cat # 900720).

Initial QC analysis of the scanned array was accomplished using the Affymetrix Expression Console Software. Background noise <100, % present call ≥30%, scale factor 100 and appropriate spike in control signals are necessary for adequate sample quality. Upon passing all criteria, MAS5.0 processed .CEL and normalized pivot .TXT files were extracted and deposited on a secure FTP site at Van Andel Research Institute (VARI) for subsequent analysis. This data has also been uploaded to GEO, accession #GSE51131.

### Bioinformatics

The general analytical workflow undertaken upon receipt of a tumor-derived gene expression profile is shown diagrammatically in **Figure 2** and is adapted from a workflow previously established in human neuroblastoma [19]. Gene expression data from each tumor was compared to a reference sample set in order to obtain a relative gene expression profile [20]. Each gene probeset was represented by a z-score depicting its expression in the tumor in terms of the number of standard-deviations from the mean expression in the reference set. The individual patient samples from the canine Affymetrix array probesets were converted to z-scores using a normal K-9 reference set based on the 39 samples in GEO data set GSE20113. In the cases where multiple probesets represented the same gene (Affymetrix canine 2.0 version 31 annotation) they were aggregated using the mean to a single value for the appropriate Entrez gene identifier. The canine Entrez gene identifiers were then converted to human Entrez ID's using the homolog data from the NCI database (ftp://ftp.ncbi.nih.gov/pub/HomoloGene/current/homologene.data dated 11/15/2010). Any canine ID's that had ambiguity in the mapping to human genes were removed and only values whose canine ID's exhibited clear and concise (one-to-one mapping from canine to human genes) conversion to human ID's were retained. The final step in the conversion process was to convert the human Entrez gene identifiers to the appropriate Affymetrix U133 Plus 2.0 probesets (U133 Plus 2.0 annotation version 31). Only concisely mapped Entrez gene IDs to Affymetrix probesets were retained. Use of the U133 Plus 2.0 probeset data facilitates the use of the standard workflow and application of the previously-detailed predictive methods developed for human subjects [19]. The standard workflow is capable of utilizing z-Score values associated with the U133 Plus 2.0 probesets. After this pre-processing step, data was submitted to the following collection of predictive methodologies to identify potential agents for consideration. All predictions are based on canine genomic data (tumor and normal tissues) but a human bioinformatics backbone as detailed:

#### Drug Target Expression

This first and most rudimentary method utilizes a human drug-target (mechanism of action) knowledge base and rules-based method to identify over-expressed genes (z-score ≥+3) in a patient's tumor that represent known molecular targets of antagonists, then match the appropriate drug from the knowledge base (example rule: IF EGFR Expression z-score ≥+3 THEN INDICATE Cetuximab). Multiple sources of public domain knowledge have been used to establish the internally-curated drug-target knowledge base including DrugBank, MetaCore (GeneGo-Thomson Reuters), MedTrack, PharmGKB, UpToDate and DrugDex (Thomson Reuters) [31], [32]. These rules are subject to change based on review of current literature evidence. Existing z-score thresholds of +3 or −3 were selected based on prior experience, but thresholds are variable by rule and can be adjusted as needed. The p values are derived from the z-score of the expression level used to trigger the rule – the greater the z-score, the lower the p value associated with the rule. 260 vetted drug-target rules covering 123 drugs across 260 unique targets were contained within the drug-target knowledge base used in this study (**Table S2**).

#### Biomarker Rules

Much like target expression, this method employs predefined and published rules maintained in a drug-biomarker database mined from public knowledge in which the efficacy of a specific drug has been associated with the expression of a specific molecular marker [9]. However, this method not only highlights drugs with predicted sensitivity, but also highlights drugs that may be contraindicated (insensitive drugs) on the basis of resistance rules (example rule: IF ERCC1 z-score ≥+3 THEN CONTRAINDICATE Oxaliplatin). Further, this method can take into account underexpressed genes (z-scores ≤−3). Currently, there are 34 biomarker rules indicating sensitivity to 14 FDA approved drugs in this database. Combining sensitive and resistance biomarker rules indicates 20 unique FDA approved drugs within the drug-biomarker rules knowledge base (**Table S3**).

#### Drug Response Signatures

This method reproduces the Connectivity Map (CMAP) concept initially developed by the Broad Institute in which the genomic consequence of drug exposure is used to connect drug effect to disease signatures [33]. The hypothesis underlying this method is that drugs that reverse the disease genotype (gene expression profile) towards normalcy have the potential to reverse the disease phenotype. The CMAP method is based on the exposure of four cell lines (MCF7, PC3, HL60, and SKMEL5) to a series of 142 small molecules and measurement of pre- and post-exposure gene expression profiles as described in the above reference. For our purposes, over- and under-expressed genes in the patient's tumor (z-scores ≥+2.0 or ≤−2.0 respectively) are compared to every array in the CMAP drug response signature database. Rank-based statistics are then used to identify drugs with a significant inverse connectivity to the disease genotype and to generate an enrichment score for each gene in the list. The drug list is a subset derived from CMAP and refined based on literature support (**Table S4**) and drug match scores are calculated using Kolmogorov-Smirnov statistics with p-values estimated using permutation testing with 50,000 permutations. Only those patterns that match with a p-value less than 0.05 are reported.

#### Drug Sensitivity Signatures

This method reproduces a previously published implementation of the Parametric Gene Set Enrichment Analysis (PGSEA) method using the NCI-60 cell line sensitivity data provided in the COMPARE database [34], [35], [36]. Gene expression signatures from the untreated NCI-60 lines associated with differential response to specific drugs on the basis of IC-50s from an *in vitro* drug screen reported in the COMPARE database are compared to the canine tumor-derived gene expression signature (all probesets from one sample standardized to z-score relative to the normal reference set) through the PGSEA analysis tool which in this iteration utilizes a one sample t-test to determine sensitivity to a subset of 11 drugs selected from the NCI-60 list (**Table S5**). Each drug is assigned a p-value for predictive efficacy and only those with a p-value less than 0.05 are reported. This approach is consistent with well-published methods for inferring drug sensitivity utilizing the NCI-60 cell line dataset [35], [36], [37].

#### Network Target Activity

This method predicts the activity (rather than expression) level of drug targets on the basis of a specific type of molecular network analysis referred to as topological analysis described previously [38]. This method utilizes gene expression data and pre-requisite knowledge of protein-protein interactions based on GeneGo topology analysis to predict upstream target activity on the basis of observed downstream transcriptional events selected from Affymetrix probes – either all z-scores ≥2 or the top 200 overexpressed probes (*K* in formula below). *K* thus represents a subset of a global interaction network of size *N*. Construction of a directed shortest path network connecting nodes from *K* to each other is performed utilizing the MetaCore GeneGO database of over 200,000 protein-protein and protein-small molecule interactions. The shortest path network, *S*, is constructed by building directed paths from each node in *K* to other nodes in *K*, traversing via other nodes in the global network as necessary. The number of node pairs in the shortest path network which are connected through each pair of nodes *i* and *j* is determined (*K_ij_*). This process is repeated in the global network to calculate the number of node pairs connected through nodes *i* and *j* (*N_ij_*). The probability that the number of nodes would be *K_ij_* or larger given the size of the input network and the distribution of shortest paths in the global network is given by:
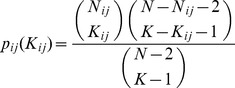
Hereby, the analysis output is the probability that a given drug target provides significant input to or output from a highly connected network identified in each tumor. Calculated p values are used to rank predictive scores and only those above 0.05 are reported. Currently, this method attempts to predict the activity of 260 unique drug targets spanning 123 FDA human approved drugs (**Table S2**).

### Personal Medicine Report Generation

Upon execution of the different analytical methodologies, a compiled report was generated. The personalized drug report conveys the predicted efficacy (or resistance in the case of biomarker resistance rules) of the drugs identified by each of the methods described above. These reports contain a summary section combining results of each method with scores that represent stronger indications for drugs that were predicted by multiple methods. These scores are adjusted for multiple methods and are based on the sum of scores from individual methods. In addition, each method contains scores reflecting the contribution of multiple genes to the suggested therapy. Further, personalized drug reports also associate public clinical and contextual knowledge to show any evidence that may support the use of the predicted drug in the context of the patient's disease state. The supporting evidence comes from a variety of sources including PubMed, clinicaltrials.gov and DrugDex (Thomson Reuters).

### Clinical Turnaround Time Monitoring

All sample processing time points were recorded on the COTC016 wiki page. This included the time of biopsy, time shipped from COTC site and time tumor specimens arrived at the Clinical Reference Laboratory (CRL) for expression analysis and Colorado State University (CSU) for histopathology analysis. Also included were the QA/QC analysis start and completion times at the CRL and CSU. Each lab entered the results in the wiki and uploaded data and/or representative images. All recorded times were listed in their respective time zone. When calculating the total elapsed time from biopsy shipment to PMed report generation, all times were converted to EST then military time for calculation purposes. Holiday and weekend hours were subtracted from total times to calculate business hours necessary for sample evaluation.

### Gene Expression Cluster Analysis

mRNA expression values for each gene in the canine tumor samples were normalized relative to the average expression of that gene in 40 canine normal tissue samples from a reference set [20]. The tumor to normal ratio and standard deviation in the tumor samples was used to calculate a z-score statistic for each gene (mRNA) as described above in Bioinformatics. mRNA z-scores and drug prediction scores for each sample were then used for separate multidimensional scaling (MDS) analyses for each data type. MDS coordinates were generated using the classical multidimensional scaling (cmdscale) function of the R statistical application (http://www.r-project.org; v2.14.1) based on sample to sample distances calculated using Pearson's correlation distance (one minus Pearson's correlation coefficient).

## Supporting Information

Figure S1 **Canine tumor gene expression signatures cluster independently of breed.** In a cursory evaluation of the potential effect of breed on tumor classification in this limited sample set, breed did not influence MDS analysis of gene expression z-scores. Both pure bred and mixed breed dog samples clustered by cancer type.
(TIF) Click here for additional data file.

Table S1 **Summary of drug predictions: Top drug prediction by algorithm [−log(p) score] (Inferring gene(s) where applicable).** Drug recommendations based on the six drug prediction methodologies are shown for each tumor and includes the highest ranked recommended according to a summary score. This summary score gives more weight to drugs suggested by more than one algorithm.
(DOCX) Click here for additional data file.

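Table S2 links each drug to the genes whose products it acts on, and these genes are what the target expression method reads in a tumor. As read here, the table holds 260 pairs of a drug and a target over 123 drugs, with up to 9 targets for 1 drug. The pairs name 140 different gene symbols, so that a gene such as PTGS2, the target of nonsteroidal drugs, serves many drugs: by symbol it is paired with 15 of them and PTGS1 with 13. The table gives 141 different Entrez identifiers, and in 1 of the 15 pairs, that of piroxicam, the identifier is not that of the other PTGS2 pairs. TOP2A is paired with 6 drugs, and KIT and ESR1 with 4 each. Of the 140 symbols, 119 were on the array annotation used here and 81 were kept by the filter on low signals.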

Table S2 **Expression and network-based drugs and targets.** Two hundred and sixty unique drug targets for 123 FDA approved human are shown alongside supporting evidence for the drug-target interactions that guideds4 inclusion in the network-based prediction algorithm.
(DOCX) Click here for additional data file.

Table S3 **Biomarker rules.** Thirty-four biomarker rules are shown that match 20 FDA approved drugs to 22 targets according to sensitivity or resistance alongside supporting evidence for these interactions.
(DOCX) Click here for additional data file.

Table S4 **Response signature drugs.** The subset of 107 CMAP drugs refined based on literature support and used to match drugs based on disease genotypes.
(DOCX) Click here for additional data file.

Table S5 **Sensitivity profile drugs.** The subset of 11 drugs selected from the NCI-60 list COMPARE database and matched to gene expression signatures.
(DOCX) Click here for additional data file.

# Supplementary material for: Prospective Molecular Profiling of Canine Cancers Provides a Clinically Relevant Comparative Model for Evaluating Personalized Medicine (PMed) Trials
**Source:** PLoS One. 2014 Mar 17;9(3):e90028. doi: 10.1371/journal.pone.0090028
**Supplement:** Table S1 — Summary of drug predictions: Top drug prediction by algorithm [−log(p) score] (Inferring gene(s) where applicable). Drug recommendations based on the six drug prediction methodologies are shown for each tumor and includes the highest ranked recommended according to a summary score. This summary score gives more weight to drugs suggested by more than one algorithm.

**Supplementary Table 1: Summary of Drug Predictions: Top Drug Prediction by Algorithm [-log(p) score] (Inferring Gene(s) where Applicable)**

| **Sample Id** | **Highest Ranked Drug Via Summary Score ^A^** | **Drug Target Expression^1^** | **Drug Response Signatures^2^** | **Drug Sensitivity Signatures^3^** | **Network Target Activity^4^** | **Biomarker Sensitivity Rules^5^** | **Biomarker Resistance Rules^6^** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **LYMPHOMAS** | | | | | | | |
| COTC016-0201 | vorinostat^1,4,5^ [18.90] | theophylline [42.4] (PDE4B) | irinotecan [2.54] | lomustine [5.92] | vorinostat [5.05,5.0] (HDAC3, HDAC2) | teniposide [18.6] (TOP2A) | capecitabine [5.83] (TYMS) fluorouracil [5.83] (TYMS) |
| COTC016-0209 | vorinostat^1,5^ [26.70] | sorafenib [172.00] (KIT) sunitinib [172.00] (KIT) imatinib [172.00] (KIT) | irinotecan [4.70] | daunorubicin [3.29] | plerixafor [3.25] (CXCR4) | gemcitabine [43.60] (DCK) | doxorubicin [10.90] (ABCC1) |
| COTC016-0502 | mitoxantrone^1,2^ [12.30] | thioguanine [25.60] (PPAT) | irinotecan [2.40] | lomustine [4.97] |  | topotecan [13.20] (TOP1) | capecitabine [4.36] (TYMS) fluorouracil [4.36] (TYMS) doxorubicin [4.33] (ABCC1) |
| COTC016-0504 | vorinostat^1,4,5^ [14.70] | mitoxantrone [60.10] (TOP2A) doxorubicin [60.10] (TOP2A) epirubicin [60.10] (TOP2A) etoposide [60.10] (TOP2A) | irinotecan [2.63] | lomustine [4.89] | vorinostat [4.37, 2.55] (HDAC2, HDAC1) | topotecan [67.40] (TOP1) |  |
| COTC016-0509 | trazodone^1^ [20.00] | trazodone [68.00, 18.20] (HTR2A) clozapine [68.00] (HTR2A) thioridazine [68.00] (HTR2A) | irinotecan [4.70] | carmustine [3.72] | axitinib [4.27, 3.49] (KDR, FLT1) sunitinib [4.27, 3.49] (KDR, FLT1) | bicalutamide [15.00] (AR) |  |
| COTC016-0510 | mitoxantrone^1,2^ [12.20] | theophylline [50.20] (PDE4B) | irinotecan [4.70] | lomustine [4.20] | thioridazine [1.94] (DRD1) | teniposide [24.10] (TOP2A) | capecitabine [5.96] (TYMS) fluorouracil [5.96] (TYMS) |
| COTC016-1304 | mitoxantrone^1,2^ [12.60] | mitoxantrone [46.60] (TOP2A) doxorubicin [46.60] (TOP2A) epirubicin [46.60] (TOP2A) etoposide [46.60] (TOP2A) | methotrexate [2.66] | carmustine [4.05] |  | teniposide [46.60] (TOP2A) | capecitabine [9.08] (TYMS) fluorouracil [9.08] (TYMS) |

| **TRANSITIONAL CELL CARCINOMAS** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| COTC016-0207 | sunitinib^1^ [20.00] | raloxifene [200.00] (ESR1) | methotrexate [3.01] | daunorubicin [3.77] | finasteride [3.43] (AR) | medroxyprogesterone [200.00] (ESR1) toremifene [200.00] (ESR1) | capecitabine [3.93] (TYMS) fluorouracil [3.93] (TYMS) |
| COTC016-0213 | sunitinib^1^ [20.00] | axitinib [54.90] (FLT1) sunitinib [54.90, 43.50] (FLT1, PDGFRA) | irinotecan [4.70] | carmustine [4.35] | decitabine [3.17] (DNMT1) | medroxyprogesterone [40.40] (ESR1) toremifene [40.40] (ESR1) |  |
| COTC016-0508 | sunitinib^1^ [20.00] | acetylsalicylic acid [229.00] (PTGS2) balsalazide [229.00] (PTGS2) bromfenac [229.00] (PTGS2) celecoxib [229.00] (PTGS2) diflunisal [229.00] (PTGS2) etodolac [229.00] (PTGS2) fenoprofen [229.00] (PTGS2) ibuprofen [229.00] (PTGS2) ketorolac [229.00] (PTGS2) lenalidomide [229.00] (PTGS2) meloxicam [229.00] (PTGS2) nabumetone [229.00] (PTGS2) tolmetin [229.00] (PTGS2) | irinotecan [4.70] methotrexate [4.70] | carmustine [3.55] | temsirolimus [3.54] (MTOR) | medroxyprogesterone [159.00] (ESR1) toremifene [159.00] (ESR1) | capecitabine [3.21] (TYMS) fluorouracil [3.21] (TYMS) |
| COTC016-1601 | sunitinib^1^ [20.00] | acetylsalicylic acid [108.00] (PTGS2) balsalazide [108.00] (PTGS2)  bromfenac [108.00] (PTGS2) celecoxib [108.00] (PTGS2) diflunisal [108.00] (PTGS2) etodolac [108.00] (PTGS2) fenoprofen [108.00] (PTGS2) ibuprofen [108.00] (PTGS2) ketorolac [108.00] (PTGS2) lenalidomide [108.00] (PTGS2) meloxicam [108.00] (PTGS2) nabumetone [108.00] (PTGS2) tolmetin [108.00] (PTGS2) | irinotecan [4.70] | carmustine [4.14] | donepezil [2.50] (ACHE) pyridostigmine [2.50] (ACHE) rivastigmine [2.50] (ACHE) tacrine [2.50] (ACHE) | bortezomib [22.30] (RAD23B) vorinostat [22.30] (RAD23B) | capecitabine [4.27] (TYMS) fluorouracil [4.27] (TYMS) |
| **OTHER CARCINOMAS** | | | | | | | |
| COTC016-0204 | vorinostat^4,5^ [13.00] | anakinra [100.00] (IL1R1) | irinotecan [2.96] | lomustine [2.28] | vorinostat [3.04] (HDAC2) | bortezomib [39.90] (RAD23B) vorinostat [39.90] (RAD23B) |  |
| COTC016-0501 | etoposide^1,2,3^ [13.00] | anakinra [129.00] (IL1R1) | irinotecan [4.70] | carmustine [4.35] |  | teniposide [18.50] (TOP2A) |  |

| **MELANOMAS** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| COTC016-0210 | temsirolimus^1^ [10.00] thioguanine^1^ [10.00] | temsirolimus [59.00] (MTOR) thioguanine [40.60] (PPAT) | irinotecan [4.70] | lomustine [4.89] | anakinra [2.91] (IL1R1) | topotecan [6.10] (TOP1) |  |
| COTC016-0211 | vorinostat^1,5^ [20.00] | thioguanine [25.50] (PPAT) | irinotecan [4.70] | carmustine [4.45] |  | bortezomib [25.60] (RAD23B) vorinostat [25.60] (RAD23B) |  |
| COTC016-0212 | vorinostat^1,4,5^ [13.40] | aminoglutethimide [29.00] (CYP19A1) anastrozole [29.00] (CYP19A1) exemestane [29.00] (CYP19A1) letrozole [29.00] (CYP19A1) | irinotecan [4.70] | carmustine [4.34] | vorinostat [2.72] (HDAC1) | teniposide [17.80] (TOP2A) | capecitabine [5.24] (TYMS) fluorouracil [5.24] (TYMS) |
| COTC016-0511 | vorinostat^4,5^ [17.20] | doxorubicin [18.30] (TOP2A) etoposide [18.30] (TOP2A) mitoxantrone [18.30] (TOP2A) epirubicin [18.30] (TOP2A) | irinotecan [2.37] | carmustine [4.45] | vorinostat [3.62] (HDAC1) | teniposide [18.30] (TOP2A) |  |
| COTC016-1502 | vorinostat^1,5^ [16.30] | acetylsalicylic acid [100.00] (PTGS2) balsalazide [100.00] (PTGS2)  bromfenac [100.00] (PTGS2) celecoxib [100.00] (PTGS2) diflunisal [100.00] (PTGS2) etodolac [100.00] (PTGS2) fenoprofen [100.00] (PTGS2) ibuprofen [100.00] (PTGS2) ketorolac [100.00] (PTGS2) lenalidomide [100.00] (PTGS2) meloxicam [100.00] (PTGS2) nabumetone [100.00] (PTGS2) tolmetin [100.00] (PTGS2) | irinotecan [4.70] | daunorubicin [3.88] | anakinra [2.99] (IL1R1) | bortezomib [22.10] (RAD23B) vorinostat [22.10] (RAD23B) | doxorubicin [4.43] (ABCC1) |
| **SARCOMAS** | | | | | | | |
| COTC016-0202 | vorinostat^1,5^ [13.50] | felodipine [10.30] (CACNA2D1) nifedipine [10.30] (CACNA2D1) | irinotecan [4.70] | daunorubicin [4.53] | anakinra [2.31] (IL1R1) | bortezomib [14.10] (RAD23B) vorinostat [14.10] (RAD23B) |  |
| COTC016-0203 | abciximab^1^ [10.00] bortezomib^1^ [10.00] vorinostat^1^ [10.00] | abciximab [13.10] (ITGB3) | methotrexate [4.10] | carmustine 4.20] | chlorpromazine [2.32] (DRD2) clozapine [2.32] (DRD2) prochlorperazine [2.32] (DRD2) | bortezomib [14.80] (RAD23B) vorinostat [14.80] (RAD23B) |  |
| COTC016-0205 | sunitinib^1^ [22.80] | anakinra [120.00] (IL1R1) | irinotecan [4.70] | lomustine [4.05] |  | bortezomib [7.94] (RAD23B) vorinostat [7.94] (RAD23B) |  |
| COTC016-0206 | sunitinib^1^ [29.90] | anakinra [100.00] (IL1R1) | irinotecan [4.70] | carmustine [3.83] | abciximab [3.07] (ITGB3) | bortezomib [32.10] (RAD23B) vorinostat [32.10] (RAD23B) | capecitabine [4.07] (TYMS) fluorouracil [4.07] (TYMS) |
| COTC016-0505 | sunitinib^1^ [43.30] | axitinib [100.00] (FLT1) sunitinib [100.00, 41.30, 13.80, 13.20, 3.35] (FLT1, KIT, PDGFRA, FLT4, KDR) | irinotecan [4.70] | carmustine [3.79] | drotrecogin alfa [2.99] (SERPINE1) | topotecan [3.54] (TOP1) |  |
|  |  |  |  |  |  |  |  |
| COTC016-1303 | thioguanine^1,3^ [10.70] | raloxifene [152.00] (ESR1) | methotrexate [3.12] | carmustine [3.79] |  | medroxyprogesterone [152.00] (ESR1) toremifene [152.00] (ESR1) | capecitabine [4.42] (TYMS) fluorouracil [4.42] (TYMS) |

^a^ Individual methods predicting efficacy for the identified drug are denoted 1-5. The Summary score represents a combined score of all methods where individual methods and biomarker rules are capped at a maximum -log(p) value of 10.0.

# Supplementary material for: Prospective Molecular Profiling of Canine Cancers Provides a Clinically Relevant Comparative Model for Evaluating Personalized Medicine (PMed) Trials
**Source:** PLoS One. 2014 Mar 17;9(3):e90028. doi: 10.1371/journal.pone.0090028
**Supplement:** Table S2 — Expression and network-based drugs and targets. Two hundred and sixty unique drug targets for 123 FDA approved human are shown alongside supporting evidence for the drug-target interactions that guideds4 inclusion in the network-based prediction algorithm.

**Supplementary Table 2: Expression and Network-Based Drugs and Targets**

# Supplementary material for: Prospective Molecular Profiling of Canine Cancers Provides a Clinically Relevant Comparative Model for Evaluating Personalized Medicine (PMed) Trials
**Source:** PLoS One. 2014 Mar 17;9(3):e90028. doi: 10.1371/journal.pone.0090028
**Supplement:** Table S3 — Biomarker rules. Thirty-four biomarker rules are shown that match 20 FDA approved drugs to 22 targets according to sensitivity or resistance alongside supporting evidence for these interactions.

| **Entrez ID** | **Entrez Symbol** | **Range Min** | **Range Max** | **Resistance** | **DRUG** | **Evidence** |
| --- | --- | --- | --- | --- | --- | --- |
| 100 | ADA |  | -3 | 0 | cytarabine | <http://www.ncbi.nlm.nih.gov/pubmed/15632314> |
| 440 | ASNS |  | -3 | 0 | pegaspargase | <http://www.ncbi.nlm.nih.gov/pubmed/18852115> |
| 440 | ASNS |  | -3 | 0 | asparaginase | <http://www.ncbi.nlm.nih.gov/pubmed/18852115> |
| 1633 | DCK | 3 |  | 0 | gemcitabine | <http://www.ncbi.nlm.nih.gov/pubmed/20043109> |
| 1890 | TYMP | 3 |  | 0 | capecitabine | <http://www.ncbi.nlm.nih.gov/pubmed/18765464> |
| 2067 | ERCC1 | 3 |  | 1 | cisplatin | <http://www.ncbi.nlm.nih.gov/pubmed/19574766> |
| 2067 | ERCC1 | 3 |  | 1 | carboplatin | <http://www.ncbi.nlm.nih.gov/pubmed/19574766> |
| 2067 | ERCC1 | 3 |  | 1 | oxaliplatin | <http://www.ncbi.nlm.nih.gov/pubmed/19574766> |
| 2099 | ESR1 | 3 |  | 0 | medroxyprogesterone | <http://www.drugbank.ca/drugs/DB00603> |
| 3559 | IL2RA | 3 |  | 0 | aldesleukin | [http://www.drugbank.ca/drugs/DB00041 ; http://www.ncbi.nlm.nih.gov/pubmed/19692326](http://www.drugbank.ca/drugs/DB00041%20;%20http://www.ncbi.nlm.nih.gov/pubmed/19692326) |
| 4255 | MGMT |  | -3 | 0 | temozolomide | <http://www.ncbi.nlm.nih.gov/pubmed/16541434> |
| 4255 | MGMT | 3 |  | 1 | temozolomide | <http://www.ncbi.nlm.nih.gov/pubmed/20428759> |
| 4363 | ABCC1 | 3 |  | 1 | doxorubicin | <http://www.ncbi.nlm.nih.gov/pubmed/11172691> |
| 5241 | PGR | 3 |  | 0 | medroxyprogesterone | <http://www.drugbank.ca/drugs/DB00603> |
| 6240 | RRM1 |  | -3 | 0 | gemcitabine | <http://www.ncbi.nlm.nih.gov/pubmed/20443070> |
| 6241 | RRM2 |  | -3 | 0 | gemcitabine | <http://www.ncbi.nlm.nih.gov/pubmed/19002265> |
| 6241 | RRM2 |  | -3 | 0 | hydroxyurea | <http://www.ncbi.nlm.nih.gov/pubmed/7882331> |
| 6257 | RXRB | 3 |  | 0 | bexarotene | <http://www.drugbank.ca/drugs/DB00307> |
| 6678 | SPARC | 3 |  | 0 | paclitaxel albumin-bound | <http://www.ncbi.nlm.nih.gov/pubmed/18766004> |
| 7298 | TYMS | 3 |  | 1 | fluorouracil | <http://www.ncbi.nlm.nih.gov/pubmed/17425594> |
| 7298 | TYMS | 3 |  | 1 | capecitabine | <http://www.ncbi.nlm.nih.gov/pubmed/17425594> |
| 7421 | VDR | 3 |  | 0 | calcitriol | <http://www.drugbank.ca/drugs/DB00136> |
| 9429 | ABCG2 | 3 |  | 1 | topotecan | <http://www.ncbi.nlm.nih.gov/pubmed/20019844> |
| 332 | BIRC5 |  | -3 | 0 | bortezomib | <http://www.ncbi.nlm.nih.gov/pubmed/20096120> |
| 2067 | ERCC1 |  | -3 | 0 | carboplatin | <http://www.ncbi.nlm.nih.gov/pubmed/18977553> |
| 2067 | ERCC1 |  | -3 | 0 | cisplatin | <http://www.ncbi.nlm.nih.gov/pubmed/18977553> |
| 100 | ADA | 3 |  | 1 | cytarabine | <http://www.ncbi.nlm.nih.gov/pubmed/15632314> |
| 2030 | SLC29A1 |  | -3 | 1 | cytarabine (Resistance) | <http://www.ncbi.nlm.nih.gov/pubmed/15632314> |
| 2030 | SLC29A1 | 3 |  | 0 | cytarabine | <http://www.ncbi.nlm.nih.gov/pubmed/15632314> |
| 1646 | AKR1C2 | 3 |  | 1 | doxorubicin | <http://www.ncbi.nlm.nih.gov/pubmed/19440163> |
| 8644 | AKR1C3 | 3 |  | 1 | doxorubicin | <http://www.ncbi.nlm.nih.gov/pubmed/19440163> |
| 2067 | ERCC1 |  | -3 | 0 | oxaliplatin | <http://www.ncbi.nlm.nih.gov/pubmed/18977553> |
| 5887 | RAD23B | 3 |  | 0 | bortezomib | <http://www.ncbi.nlm.nih.gov/pubmed/20308564> |
| 5887 | RAD23B | 3 |  | 0 | vorinostat | <http://www.ncbi.nlm.nih.gov/pubmed/20308564> |

**Supplementary Table 3: Biomarker Rules**

# Supplementary material for: Prospective Molecular Profiling of Canine Cancers Provides a Clinically Relevant Comparative Model for Evaluating Personalized Medicine (PMed) Trials
**Source:** PLoS One. 2014 Mar 17;9(3):e90028. doi: 10.1371/journal.pone.0090028
**Supplement:** Table S4 — Response signature drugs. The subset of 107 CMAP drugs refined based on literature support and used to match drugs based on disease genotypes.

**Supplementary Table 4: Response Signature Drugs**

# Supplementary material for: Prospective Molecular Profiling of Canine Cancers Provides a Clinically Relevant Comparative Model for Evaluating Personalized Medicine (PMed) Trials
**Source:** PLoS One. 2014 Mar 17;9(3):e90028. doi: 10.1371/journal.pone.0090028
**Supplement:** Table S5 — Sensitivity profile drugs. The subset of 11 drugs selected from the NCI-60 list COMPARE database and matched to gene expression signatures.

**Supplementary Table 5: Sensitivity Profile Drugs**

| **Generic Drug Name** |
| --- |
| carmustine |
| cisplatin |
| daunorubicin |
| doxorubicin |
| etoposide |
| lomustine |
| paclitaxel |
| piperazine |
| thioguanine |
| thiotepa |
| vinblastine |
| carmustine |
| cisplatin |
| daunorubicin |
| doxorubicin |
| etoposide |
| lomustine |
| paclitaxel |
| piperazine |
| thioguanine |

How the deposited data were processed for this re-analysis (not part of the article)

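Tumor RNA from 23 dogs was measured on the Affymetrix Canine Genome 2.0 array, 1 array per tumor. The paper's methods give amplification with the NuGEN Ovation Pico WTA system, quality control in Expression Console and MAS5.0 signals. The intensity values were made by the authors with MAS5, which summarises each probeset as 1 linear signal and scales each array, before they were deposited. The version of the Expression Console software is not given in the sources used here. The trimmed mean with 2% of the probesets left out at each end was 500.1 on every array. On each array, 19.8% to 27.2% of the probesets lay below a signal of 16, and the lowest signal was 0.0121. The number of arrays limits the precision.

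Of the 42924 probesets that are not controls, 29254 have 1 gene symbol in the platform annotation, 439 have several and 13231 are unnamed here. Symbols were used as that annotation gives them, without updating, and probesets with several symbols were not used for genes. Signals were turned to log2(signal + 16) and averaged over the probesets of a gene; 6861 of the 15115 genes have 1 probeset and a gene has at most 20. The 9972 genes with at least 3 of 23 arrays above the median of all gene values, 7.03, were kept.

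Tumor types were taken from the sample labels, and the 2 soft tissue sarcomas and 2 sarcomas were joined as 1 type. Lymphoma (7 tumors), melanoma (5), sarcoma (4) and TCC (3) were each compared with the unweighted mean of the other 3 types in 1 fit with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a variance trend; prior degrees of freedom 4.77). All limma tests are two-sided, with Benjamini-Hochberg adjustment over the 9972 genes within each comparison. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The F test over the 4 types used the adjusted p alone. The 4 types with 1 tumor have no replicate; their genes are given as differences from the mean of the other 22 tumors, with no test.

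Correlations between tumors are Pearson correlations of gene z-scores over the 23 tumors. The type labels were permuted 100000 times for the count of most correlated tumors and for the difference within and between types, and 10000 times for the share of variance; the 3 categories were permuted exactly over the 8 types. These tests are one-sided. The 3' over 5' ratio was tested among types by permutation, and the tallies of cytotoxic targets, TOP2A and PTGS2 in Table S1 by Fisher's exact test, two-sided.

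The 24 gene lists were written as textbook markers or taken from the paper's tables: melanocyte, B cell, T cell, proliferation, epithelial, urothelial, squamous epithelium, airway epithelium, extracellular matrix and fibroblast, smooth muscle, skeletal muscle, endothelial, macrophage and histiocyte, neutrophil and mast cell, class II antigen presentation, interferon response, adipocyte, erythroid, liver, cytotoxic drug targets, sunitinib targets, vorinostat targets and rule, prostaglandin pathway, and the genes of Table S1. Each was tested in the 4 comparisons by limma's camera with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 92 tests of 23 lists; the erythroid list kept 1 gene and was not tested. The genes of Table S1 were chosen by the study on these tumors, so their direction is not independent evidence.

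The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined. The rule took, in each of the 4 types, the 10 called genes with the largest positive and the 5 with the largest negative log2 fold change for which every tumor of the type lay on that side of the median of the other 3 types. It also took up to 4 called members of each list in the type the list is about. Every gene named in the paper's text or as an inferring gene in Table S1 was taken too. In each single tumor, it took the 8 kept genes with the largest difference. The values in the paper's tables had been seen when the rule was written. Which type a list is about was set down after the values were seen, and the text gives examples from the genes the rule took. Genes whose only symbol is a locus number are not named. The z-scores of the Table S1 genes in the single tumors use all genes on the annotation, kept by the filter or not; the mean z-scores of lists use the kept genes.

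The steps for the comparisons were tested on simulated data with 100 changed genes of each size among 9972. At a log2 change of 2, 89% were recovered in lymphoma, 87% in melanoma, 74% in sarcoma and 82% in TCC, and at 4 the shares were 100%, 100%, 98% and 99%. False calls made up 4.55%, 1.58%, 3.91% and 4.23% of the calls.

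The alternatives were pseudocounts of 1 and 64, quantile normalization, no filter, the probeset with the highest mean signal, no variance trend, the number in the sample title as a block, all 23 tumors as 2 groups, the adjusted p alone, uncentred log2 values, Spearman correlation, all probesets, linear signals, the 19 tumors as reference for z-scores, an estimated correlation in camera, and leaving out each tumor in turn. The normal tissue reference set, the drug prediction scores, breed and clinical outcome were not analysed here.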

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

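In groups of 4 to 7 tumors, a value was singled out when its gap to the nearest other tumor was large against the range of the group. Chance gives about 1 in 20 groups, and 16 of the 217 groups examined had such a tumor. All values of genes are log2 signals and all values of lists are mean z-scores.

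Lymphoma 1 had the lowest CD3D of the 7 lymphomas, 8.81, with the next at 11.80, and the lowest IKZF3, 9.91, with the next at 12.20. The same tumor had the highest KIT, 11.33, with the next at 7.34, and the highest neutrophil and mast cell list, 1.83, with the next at 0.108. ESR1 was highest in lymphoma 6, at 6.01, with the next at 4.40.

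HDAC2 was highest in melanoma 1, at 13.63, with the next at 12.88. ESR1 was highest in melanoma 3, at 4.95, with the next at 4.27. PTGS2 was highest in melanoma 4, at 13.56, with the next at 8.26, and this tumor also had the highest prostaglandin pathway list, 0.417, with the next at -0.161. The squamous epithelium list was highest in melanoma 0, at 1.77, with the next at 0.113.

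SFN was highest in STS 0, at 5.88, with the next at 4.50, and MRC1 was lowest in STS 1, at 9.54, with the next at 11.66. POF1B was highest in Sarcoma 0, at 4.71, with the next at 4.23, and so was the airway epithelium list, at 0.441, with the next at -0.504. DCK was highest in Sarcoma 1, at 10.60, with the next at 7.89, and so was the adipocyte list, at 1.24, with the next at 0.178.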

How the results depend on the processing

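With all 23 tumors as 2 groups, the counts of called genes were 133 in melanoma, 99 in sarcoma and 489 in TCC, each more than 1.5 times below the values of 431, 603 and 1115; there the other group mixes all remaining types, and the cause was not tested. With the adjusted p alone, 3291 genes were called in lymphoma in place of 1898, since no fold was required. The mean correlation of the HCC was 0.616 with a pseudocount of 1, 0.678 with a pseudocount of 64 and 0.702 with no filter, and the HCC was the lowest tumor in each; the cause of the shifts was not tested. Of 33 list tests that passed, 15 passed with an estimated correlation, which allows for correlation among the genes of a list. Leaving out 1 of the 19 tumors gave 611 to 1175 genes in TCC (633, 611 and 685 without TCC 0, 1 and 2, where 2 TCC remain), 1770 to 1918 in lymphoma, 331 to 482 in melanoma, 403 to 611 in sarcoma and 2914 to 3516 by the F test.

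The results on similarity stayed past their thresholds in every setting tried. The count of tumors nearest to their own type was 16 to 18 over the alternatives and 15 to 18 with 1 tumor left out. The difference within and between types was 0.115 to 0.395 and 0.352 to 0.394, and that of the categories 0.0490 to 0.178 (highest exact permutation p = 0.025, with uncentred log2 values) and 0.155 to 0.178. The share of variance of the Table S2 genes was 30.7% to 38.1% and 36.4% to 41.4%. The liver list in the HCC had a median difference of 6.48 to 8.43.

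Of 184 log2 fold changes of named genes, 0 that were called changed sign in any setting; some that were not called did, such as KIT in lymphoma, at -0.29, with -0.55 to 0.45 over the alternatives. Kept on their side of the threshold were 178 with a pseudocount of 1, 179 with 64, 182 with quantile normalization, 174 of 178 with the highest probeset and 154 with all 23 tumors as 2 groups, where 29 calls were lost. Of 3469 values with 1 tumor left out, 70 lost a call, in 15 of the results, and 32 gained one, in 10. Among the single tumors, ACTA1 was 9.29 and MYOC 7.52 with the highest probeset, and CYP7A1 was 9.79 and 6.95 with pseudocounts of 1 and 64. Quantile normalization moved the median log2 fold change of all genes by less than 0.1 in each type.

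The title numbers do not pair the tumors: the 23 pairs with the same number had a median correlation of deviations of 0.0122 (-0.122 to 0.0881), and 5 of 19 tumors correlated best with their own number. As a block, the number gave 1593 genes in lymphoma, 310 in melanoma, 413 in sarcoma, 926 in TCC, 2523 by the F test and 32 list tests, and 173 of 184 log2 fold changes kept their side. Signals near background limit the dim genes, whose folds depend on the pseudocount.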

Differences from the paper's values

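The paper gives 260 unique targets in Table S2; counted as different gene symbols, the table holds 140. The table holds 260 pairs of a drug and a target. This is a count of the paper's own table, so none of the alternatives set before the data were examined bears on it.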

Other observations

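The 7 lymphomas differed in how much B cell and T cell genes they expressed. As mean z-scores for lymphoma 0 to 6, the B cell list had 1.75, 0.326, 1.64, 0.254, 0.477, 1.27 and 0.0936, and the T cell list -0.00584, 0.0834, -0.111, 1.44, 1.87, 0.708 and 1.81. B cell genes were lower in TCC (5 of 18 lower, 10 when adjusted over the list alone; median -1.53, camera adjusted p = 3.26e-05, but adjusted p = 0.35 with an estimated correlation). The mean of the other 3 types includes lymphoma, where these genes were higher. Macrophage genes were also lower in TCC (3 of 22 lower and 1 higher, 6 and 1 when adjusted over the list alone; median -0.92, adjusted p = 0.0106, but adjusted p = 0.674 with an estimated correlation).

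Other lists passed in 0 of the 4 types. The lowest camera adjusted p was 0.51 for smooth muscle (8 genes), 0.0655 for skeletal muscle (6 genes, in lymphoma), 0.865 for neutrophil and mast cell (6 genes), 0.315 for adipocyte (3 genes, in sarcoma) and 0.336 for liver (6 genes, in melanoma). In 1 of 4 alternatives, the skeletal muscle list did pass in lymphoma (camera adjusted p = 0.0263). The erythroid gene had a log2 fold change of 0.02 in lymphoma, -0.42 in melanoma, 0.44 in sarcoma and -0.03 in TCC. Of 24 genes of Table S1, which the study chose on these tumors, 4 were higher and 4 lower in lymphoma (4 and 4 when adjusted over the list alone; adjusted p = 0.783; median 0.21, mean -0.05), and 3 were higher in TCC (5 higher and 1 lower over the list alone; adjusted p = 0.865; median -0.07, mean 0.26).

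Of the tests on the next patterns, the one on muscle genes was chosen only after the result was seen. Quantile normalization was an alternative set beforehand, also for the HCC, but its use as a test of scaling was chosen after the result was seen. The HCC correlated least with the other tumors. Scaling of the arrays was not decided. With quantile normalization, which gives every array the same distribution of signals, the mean correlation of the HCC was 0.654 and the next lowest 0.738. The same normalization moved the share of sarcoma calls that were higher from 71.6% to 62.6%. It keeps the order of the signals within an array, so it could hardly move this correlation and is no test of scaling. The Spearman correlation was lowest in the HCC too, 0.655, which adds little because the Pearson correlation of log2 values already ignores most of an array's scale. Degraded RNA stays open: the log2 3' over 5' ratio of the HCC array, 3.91, lay between the median of the other arrays, 3.35, and the highest, 4.89. However, the 3 arrays with a higher ratio had mean correlations of 0.738 to 0.791. The paper also reports that only samples past its RNA integrity threshold went onto arrays. An integrity value that can be assigned to the HCC was not found in the sources used here. The tissue of origin also stays open as an explanation, beside liver genes that were highest in this tumor.

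Among the kept genes, the histiocytic sarcoma differed most in skeletal muscle genes such as MYL1 and ACTA1. It was the highest of the 23 tumors in 14 of 15 genes of the list on the array annotation (93.3%), kept by the filter or not, all but CASQ1, at 6.80 against 6.87. Abundant muscle transcripts chosen for naming after their values were seen were high there, with log2 signals of 13.07 for TTN and 12.41 for MYH2, against means of 5.58 and 5.38 in the others. A candidate explanation is muscle tissue in the biopsy. A myogenic program in the tumor cells was not tested and stays open.

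The values argue against chance as the source of the counts of called genes, within the limit of 100 splits. Among 100 splits of the 19 tumors into groups of the same sizes, the real split included, 1 split, the real one, reached the count in each case. Lymphoma had 1898 genes against 152 at most in other splits, melanoma 431 against 8, sarcoma 603 against 401, TCC 1115 against 213 and the F test 3554 against 123. The margin was smallest in sarcoma, whose count was 403 without STS 0 and 413 with the title number as a block.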
